# Peripheral nerve resident macrophages share tissue-specific programming and features of activated microglia

**DOI:** 10.1038/s41467-020-16355-w

**Published:** 2020-05-21

**Authors:** Peter L. Wang, Aldrin K. Y. Yim, Ki-Wook Kim, Denis Avey, Rafael S. Czepielewski, Marco Colonna, Jeffrey Milbrandt, Gwendalyn J. Randolph

**Keywords:** Immunology, Neuroimmunology

## Abstract

Whereas microglia are recognized as fundamental players in central nervous system (CNS) development and function, much less is known about macrophages of the peripheral nervous system (PNS). Here, by comparing gene expression across neural and conventional tissue-resident macrophages, we identified transcripts that were shared among neural resident macrophages as well as selectively enriched in PNS macrophages. Remarkably, PNS macrophages constitutively expressed genes previously identified to be upregulated by activated microglia during aging, neurodegeneration, or loss of Sall1. Several microglial activation-associated and PNS macrophage-enriched genes were also expressed in spinal cord microglia at steady state. We further show that PNS macrophages rely on IL-34 for maintenance and arise from both embryonic and hematopoietic precursors, while their expression of activation-associated genes did not differ by ontogeny. Collectively, these data uncover shared and unique features between neural resident macrophages and emphasize the role of nerve environment for shaping PNS macrophage identity.

## Abstract (web summary)

The characteristics of immune cells in the peripheral nervous system (PNS) are not fully understood. Here the authors examine the transcriptomic profile and ontogeny of macrophages from the PNS, show they are derived from both embryonic and hematopoietic precursors, and that they have some shared features with microglia.

## Introduction

The significant role of resident neural macrophages in neuroinflammation and disease progression is increasingly appreciated in mouse models and individuals with neurodegeneration^1–3^. Such advances, which largely rely on the interpretation of data from transcriptional analyses and human genome-wide association studies of Alzheimer’s disease (AD) and other neurodegenerative conditions, have led to critical findings about cellular and molecular processes underlying such diseases^4–6^. Most of these studies, however, have focused on resident macrophages in the brain (microglia) and, to a lesser extent, the spinal cord. Meanwhile, the transcriptional identity and functions of resident macrophages in the peripheral nervous system (PNS) remain mostly unknown.

The PNS consists of a multitude of neuronal networks that relay motor and sensory information between the central nervous system (CNS) and the rest of the body^7^. Although it has the capacity to regenerate, the PNS is also prone to injury and degeneration^8^. Studies of PNS injury have shown that PNS macrophages play important roles for debris clearance, pain development, and regeneration^9–11^. While the contribution of recruited monocytes cannot be excluded, these studies demonstrate the importance of PNS macrophages in nerve injury. Understanding the roles of these cells in homeostasis and disease may be broadly beneficial for resolving neuroinflammation.

In addition to monocyte-derived macrophages in nerve injury, there are also resident macrophages in the PNS at steady state^12,13^. While their residence in neuronal tissues is inherently microglia-like, PNS macrophages exist within a unique peripheral nerve microenvironment. Moreover, although it is known that CNS microglia are derived from the yolk sac during embryogenesis^14^, the ontogeny and developmental requirements of PNS macrophages remains unclear. Considering the growing interest in how tissue environment and ontogeny contribute to microglial identity and function in neurological diseases, we investigated these questions in PNS macrophages.

Here we show that self-maintaining PNS-resident macrophages are a distinct population with transcriptional signatures relating to specific functions in neuronal tissue. PNS macrophages significantly express genes that resemble not only homeostatic microglia but also activated microglia from aging and neurodegenerative conditions. We found that PNS macrophages originate from both embryonic and hematopoietic sources, and exhibit partial dependence on interleukin (IL)-34, an alternative ligand for colony-stimulating factor 1 receptor (CSF1R) that is important for the development and maintenance of microglia^15,16^. With the exception of Ccr2 expression, transcriptional signatures in PNS macrophage were largely similar between embryonic and hematopoietic sources, suggesting that nerve environment controls their identity at steady state.

## Results

### Resident macrophages of the PNS

To examine resident macrophages in the PNS, we imaged a variety of nerve types at steady state using CX3CR1^GFP/+^ reporter mice. In these mice, green fluorescent protein (GFP) effectively labels microglia and has been shown to label nerve-associated macrophages in adipose, skin, lung, and enteric tissues^17–21^. CX3CR1^GFP/+^ cells were found in dorsal root ganglia (DRG), vagal nerves (VNs), cutaneous intercostal fascial nerves (FNs), and sciatic nerves (SNs) (Fig. 1a). CX3CR1^GFP/+^ cells were located in the endoneurium (Fig. 1b) and expressed CSF1R, also known as CD115 (Fig. 1c). Using flow cytometry, we found that CX3CR1^GFP/+^ cells also expressed the common macrophage marker CD64 (FcγR1)^22^ and intermediate levels of CD45 (Fig. 1d–f). Thus, CX3CR1^GFP/+^ cells in peripheral nerves are indeed macrophages with some resemblance to CNS microglia based on both endoneurial localization and surface marker expression.

**Fig. 1:**
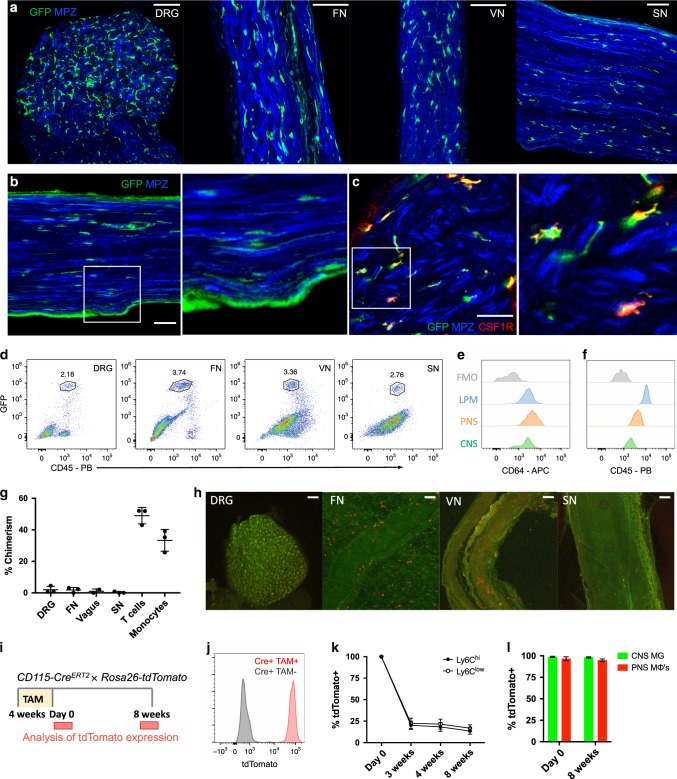
Identification and characterization of PNS resident macrophages. **a**–**c** Representative confocal imaging of peripheral nerves from CX3CR1^GFP/+^ MPZ^tdTomato^ mice (tomato from MPZ depicted here in blue). **a** Images of whole-mount dorsal root ganglia (DRG), cutaneous fascial (FN), vagal (VN), and sciatic nerves (SN) isolated from CX3CR1^GFP/+^ MPZ^tdTomato^ mice. Scale bars are 50 μm. **b** Endoneurial localization of GFP+ cells in longitudinal sections of sciatic nerves from CX3CR1^GFP/+^ MPZ^tdTomato^ mice. **c** CSF1R (red) and CX3CR1^GFP^ (green) colocalization in sciatic nerve cross sections. Scale bars are 50 μm. **d** Flow cytometric gating of CX3CR1^GFP/+^ cells from peripheral nerve tissues. **e**, **f** Representative expression of CD64 and CD45 in CX3CR1^GFP/+^ cells compared with brain microglia, large peritoneal macrophages (LPMs), and fluorescence minus one (FMO) control. **g** Flow cytometric quantification of CD45.1 and CD45.2 chimerism in blood (total T cells or total monocytes) and nerves from three pairs of wild-type (CD45.1) and Lyz2Cre tdTomato (CD45.2) parabionts 10 weeks after joining. **h** Representative imaging in peripheral nerves from wild-type parabiont; Scale bars are 100 μm. **i**–**l** Analysis of tdTomato expression in tamoxifen-pulsed CSF1R^Mer-iCre-Mer^ × Rosa26-tdTomato mice. **i** Tamoxifen delivery schematic for fate mapping. Mice were given tamoxifen diet for 4 weeks and analyses for PNS macrophages and CNS microglia were performed at 0 days and 8 weeks after tamoxifen diet removal. **j** tdTomato expression by genotype from combined peripheral nerves in tamoxifen-fed mice. **k** Flow cytometric quantification of Ly6c high and Ly6C low monocytes from mice bled at 0 days, 3 weeks, 4 weeks, and 8 weeks after tamoxifen removal. **l** Flow cytometric quantification of CNS microglia (brain and spinal cord) and PNS macrophages (pooled from DRG, fascial nerve, vagus nerve, and sciatic nerve to increase yield in analysis) 0 days and 8 weeks following tamoxifen removal. Data are mean ± SEM (*n* = 3 mice per time point). Source data are available as a Source Data file.

To determine whether PNS macrophages depend on circulating precursors or are maintained via local signals, we performed parabiosis in CD45.1+ wild type and CD45.2+ Lyz2Cre × tdTomato^fl/fl^ mice, and assessed the extent to which cells circulating from the parabiotic partner gave rise to PNS macrophages. Ten weeks after joining the parabionts, we found minimal exchange of PNS macrophages in all of the nerve types examined, whereas blood T cells and monocytes exchanged robustly (Fig. 1g and Supplementary Fig. 1). Indeed, most of the tdTomato+ cells that could be seen in the wild-type parabiont were localized to the tissue surrounding the nerves (Fig. 1h). We also performed pulse-chase labeling of PNS macrophages using tamoxifen-inducible CSF1R^Mer-iCre-Mer^ × dTomato^fl/fl^ mice. In these mice, tdTomato expression persists in self-maintaining cells, but not in monocytes, which mostly turn over by 3–4 weeks after tamoxifen removal^23,24^. Heterozygous mice were fed tamoxifen diet for 4 weeks and then switched to normal diet (Fig. 1i). Just following tamoxifen removal, 96% of PNS macrophages (pooled from all PNS sites), 99% of CNS microglia, and 100% of blood monocytes were tdTomato+ (Fig. 1j–l and Supplementary Fig. 2). Whereas only 20% of nonclassical and classical monocytes were still tdTomato+ by 3 weeks after tamoxifen removal, 98% of CNS microglia and 95% of pooled PNS macrophages remained labeled up to 8 weeks following tamoxifen removal (Fig. 1l and Supplementary Fig. 2). Taken together, these results indicate that PNS macrophages are mostly self-maintained in adult mice.

### Transcriptional characterization of PNS macrophages

As we and others have previously demonstrated, unique gene expression profiles can be obtained in tissue-resident macrophage populations across tissue types^22,25^. To identify signature genes in peripheral nerve macrophages, we performed bulk RNA sequencing (RNA-seq) to compare purified PNS resident macrophages sorted from DRG, VN, cutaneous intercostal FN, and SNs (Supplementary Fig. 3) with CNS microglia from the brain and spinal cord, as well as previously characterized conventional macrophage populations from the spleen, peritoneal cavity, and lungs. Global transcriptomic analysis revealed similarities within resident neural macrophages from both PNS and CNS, with PNS macrophages clustering more closely to CNS microglia than to conventional macrophages (Fig. 2a and Supplementary Data 1). A substantial number of genes were uniquely enriched in PNS macrophages and CNS microglia compared with the other tissue-resident macrophages, including microglial signature genes *Tmem119*, *P2ry12*, *Siglech*, *Trem2*, and *Olfml3* (Fig. 2b, c). PNS macrophage-specific genes were also identified (Fig. 2b).

**Fig. 2:**
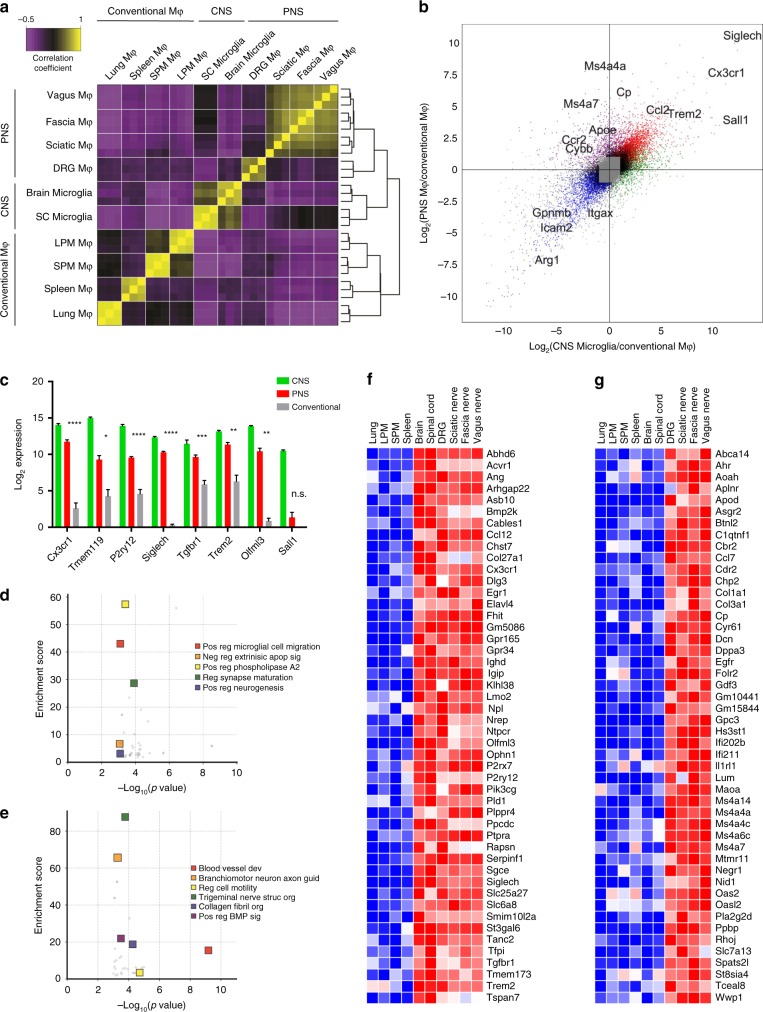
PNS macrophages express microglial transcripts as well as a unique signature. **a** Sample correlation plot showing global transcriptomic analysis and hierarchical clustering of resident macrophages from PNS, CNS, and conventional macrophages. Each box represents one replicate. Three replicates comprising up to 20 mice per replicate were included for each population. **b** Visualization of PNS macrophage unique transcripts (upper quadrant), CNS microglia unique transcripts (right quadrant), shared transcripts between PNS macrophages and CNS microglia (diagonal, top right quadrant), and conventional macrophages (bottom right quadrant). **c** Expression of microglial core transcripts in combined PNS macrophages compared with combined conventional macrophages. Multiple *t*-tests. Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **d** GO analysis of genes enriched in PNS macrophages and CNS microglia. **e** GO analysis of genes enriched in PNS macrophages. **f** Transcripts expressed at least fourfold higher in PNS macrophages and CNS microglia than conventional tissue-resident macrophages (*p* ≤ 0.05). **g** Transcripts expressed at least fourfold higher in PNS macrophages than CNS microglia or conventional macrophages (*p* ≤ 0.05). **f**, **g** Each box represents average of three replicates. Abbreviations: LPM, large peritoneal macrophage; SPM, small peritoneal macrophage. Source data are available as a Source Data file.

To determine potential functions of PNS macrophages associated with their shared and unique gene expression profiles, we performed Gene Ontology analysis on transcripts that were common between PNS macrophages and CNS microglia, and those that were specific to PNS macrophages (Supplementary Data 2). Consistent with the idea that PNS macrophages may share functions with CNS microglia, pathway analysis identified functions including synaptic plasticity, microglial motility, and positive regulation of neurogenesis (Fig. 2d). Pathways that were unique to PNS macrophages included angiogenesis, collagen fibril organization, regulation of BMP signaling, and peripheral nerve structural organization and axon guidance (Fig. 2e).

Next, we identified transcripts that were 4-fold or more enriched in CNS microglia and PNS macrophages relative to their expression in all other conventional macrophage populations (Fig. 2f). These upregulated genes included *Abhd6*, *Ophn1*, *P2rx7*, *Pld1*, *Sgce*, *Tgfbr1*, *Tfpi*, and *Tmem173*. We also identified several genes that were downregulated in CNS microglia and PNS macrophages (Supplementary Fig. 4). Notably, the transcriptional regulator that defines microglial identity and function, *Sall1*, was not expressed by PNS macrophages (Fig. 2c). Modest detection of *Sall1* in the DRG could not be corroborated by further analysis (Supplementary Fig. 5). This may reflect unique adaptations in PNS and CNS macrophages. Indeed, we identified 72 genes, including *Sall1*, which were highly specific to CNS microglia (Supplementary Fig. 6).

To examine unique gene expression in PNS macrophages, we identified transcripts that were at least fourfold higher or lower in PNS macrophages compared with other resident macrophages, including CNS microglia (Fig. 2g and Supplementary Fig. 7). We found 48 genes specifically enriched in PNS macrophages, including *Aplnr*, *Cp*, *Il1rl1*, *Maoa*, *Pla2g2d*, and *St8sia4*, as well as interferon-induced genes *Ifi202b*, *Ifi211*, and *Oas2*. We also identified *Ms4a14*, *Ms4a4a*, *Ms4a4c*, *Ms4a6c*, and *Ms4a7*. These signatures reveal unique transcriptional programming in PNS macrophages and may provide clues about their involvement in neuronal health and disease.

We next investigated transcriptional differences within PNS macrophage populations (Supplementary Fig. 8). Using a fourfold cutoff, we identified 24 genes enriched in SN macrophages, 23 genes enriched in cutaneous intercostal (fascial) nerve macrophages, and 12 genes enriched in VN macrophages. We observed similar numbers of downregulated genes in each population. We also compared nerve-resident macrophages to those residing within the dorsal root ganglion and found that they were significantly different, with many differentially expressed transcripts. Therefore, we re-analyzed this data using a more stringent 8-fold cutoff and identified 79 upregulated genes and 52 downregulated genes. These results suggest that although PNS macrophages are transcriptionally similar, significant differences exist between those adjacent to axons and those residing close to neuronal cell bodies.

### PNS macrophages express microglial activation genes

To investigate differentially expressed genes (DEGs) within resident neural macrophages, we refined our analysis to CNS microglia and PNS macrophages (Fig. 3a). We identified 396 genes enriched in PNS macrophages and 180 genes enriched in CNS microglia (Supplementary Data 3). As the upregulation of *MS4A* family and interferon-induced genes has been reported to characterize aged and neurodegenerative disease-associated microglia^6,26,27^, we wondered whether PNS macrophages expressed other genes associated with microglial activation. By cross-referencing published data^6^, we determined the number of connections between disease-associated genes that were upregulated in activated microglia from aging, phagocytic, and neurodegenerative conditions and neural macrophage-enriched genes from either PNS macrophages or CNS microglia (Fig. 3b). We found 148 disease-associated genes that were enriched in PNS macrophages compared to 17 that were enriched in CNS microglia (Fig. 3b and Supplementary Data 4). From the highest connectivity groups 6–4, we identified 25 genes that were significantly higher in PNS macrophages, including *Ch25h*, *Anxa2*, *Cd52*, *Ifitm3*, *Cybb*, *Fxyd5*, *Igf1*, and *Apoe* (Fig. 3c).

**Fig. 3:**
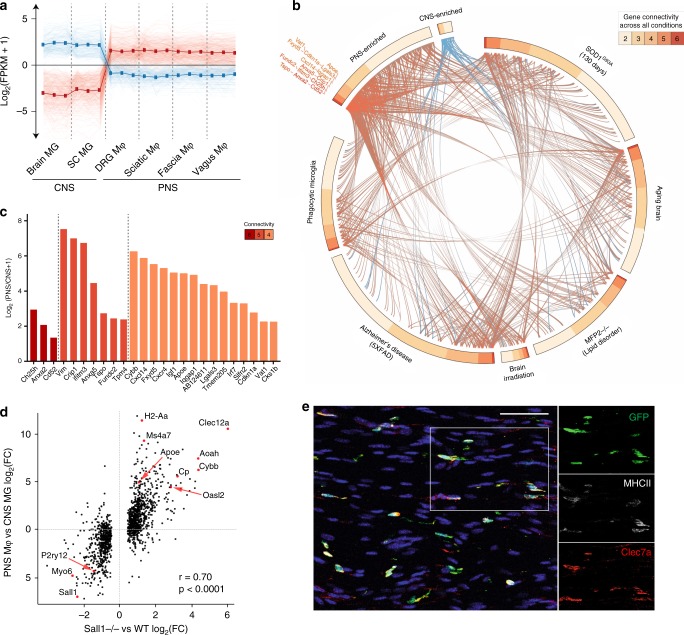
PNS macrophages constitutively express transcripts associated with activated microglia. **a** Expression pattern of DEGs defined as PNS-enriched (red) or CNS-enriched (blue). CNS microglia includes brain and spinal cord and PNS macrophages include DRG, vagal, fascial, and sciatic nerves. **b** Circos plot showing the number of connections (gene connectivity) between GSEA-scored genes from microglia in 6 neurodegenerative and aging-associated conditions as defined in Krasemann et al.^6^ and neural macrophage-enriched genes from either PNS macrophages (red) or CNS microglia (blue). **c** PNS-enriched genes from connectivity groups 6–4 expressed as Log_2_ fold change (PNS macrophages/CNS microglia). **d** Expression plot comparing PNS macrophage-enriched genes (expressed as PNS macrophage/CNS microglia Log2FC) and Sall1^−/−^ microglia-enriched genes (expressed as Sall1^−/−^/wild-type microglia Log2FC) from Buttgereit et al.^28^; *r*, correlation coefficient; *p*, *p*-value for linear regression analysis. **e** Representative immunohistochemistry in sciatic nerves of CX3CR1^GFP/+^ mice showing DAPI (blue), GFP (green), MHCII (white), and Clec7a (red). Scale bar, 50 μm. Source data are available as a Source Data file.

Microglia lacking certain genes for homeostatic regulation have also been found to shift their gene expression towards an activated phenotype^28,29^. *Sall1* has been identified as a transcriptional regulator of microglia identity and function, with Sall1^−/−^ microglia resembling inflammatory phagocytes^28^. As PNS macrophages did not express *Sall1* at steady state, we examined whether genes that are reportedly dysregulated in Sall1^−/−^ microglia showed the same pattern of expression in PNS macrophages. Indeed, we found a high correlation between genes enriched in PNS macrophages and Sall1^−/−^ microglia, including *Apoe*, *H2-Aa*, *Ms4a7*, *Clec12a*, *Aoah*, and *Cybb* (Fig. 3c). These data suggest that, beyond the difference in *Sall1*-driven gene expression, PNS macrophages may share common genetic regulators with CNS microglia.

As microglia activation may occur under cell sorting conditions^30^, we were concerned that the activation signature in PNS macrophages might be attributed to tissue preparation. Thus, we stained freshly fixed peripheral nerves for Clec7a and MHCII, which are induced in microglia across many activation states^6,29,31^. Resting PNS macrophages were clearly marked by Clec7a and MHCII (Fig. 3e), suggesting that the signature obtained in PNS macrophages is not a technical artifact that arose from activation induced by disaggregation of tissue. Taken together, these data show that PNS macrophages constitutively express a wide array of microglial activation genes, including genes upregulated by microglia after loss of *Sall1*, implying the possibility of a shared microenvironment-sensitive regulation of gene expression in resident neural macrophages.

### PNS to CNS zonation in resident neural macrophages

Given the difference in gene expression between PNS macrophages and CNS microglia, we wanted to further discriminate the influence of microenvironment on neural macrophage identity. Thus, we examined spinal cord microglia, which reside in a distinct microenvironment from brain microglia. Interestingly, we found a set of genes that were high in PNS macrophages, intermediate to high in spinal cord microglia and low in brain microglia (PNS to CNS zonation) (Fig. 4a). These included PNS macrophage-specific genes (*Cp*, *Il1rl1*, *Maoa*, and *Cdr2*), microglial activation genes (*Clec7a*, *Spp1*, *Lpl*, *Axl*, *Ms4a4c*, and *Ms4a6c*), interferon-induced genes (*Ifi204*, *Ifi207*, *Ifi209*, and *Oasl2*), mitochondrially encoded genes (*mt-Nd1*, *mt-Nd2*, *mt-Nd4*, *mt-Nd5*, and *mt-Nd6*), and several transcription factors (*Hivep2*, *Zfp704*, and *Rbpj*) (Fig. 4b, c). We confirmed Clec7a expression in spinal cord microglia by immunostaining (Fig. 4c). Importantly, microglia from spinal cord and brain did not significantly differ by expression of homeostatic genes *Sall1*, *Olfml3*, and *Tmem119* (Supplementary Fig. 9). In fact, certain microglial genes, including *Tgfbr1* and *P2ry12*, were more highly expressed in spinal cord compared with brain microglia. These findings suggest that transcriptional programs underlying PNS macrophages and activated microglia may be present during normal physiological conditions and further support the role of nerve environment for specifying neural macrophage identity.

**Fig. 4:**
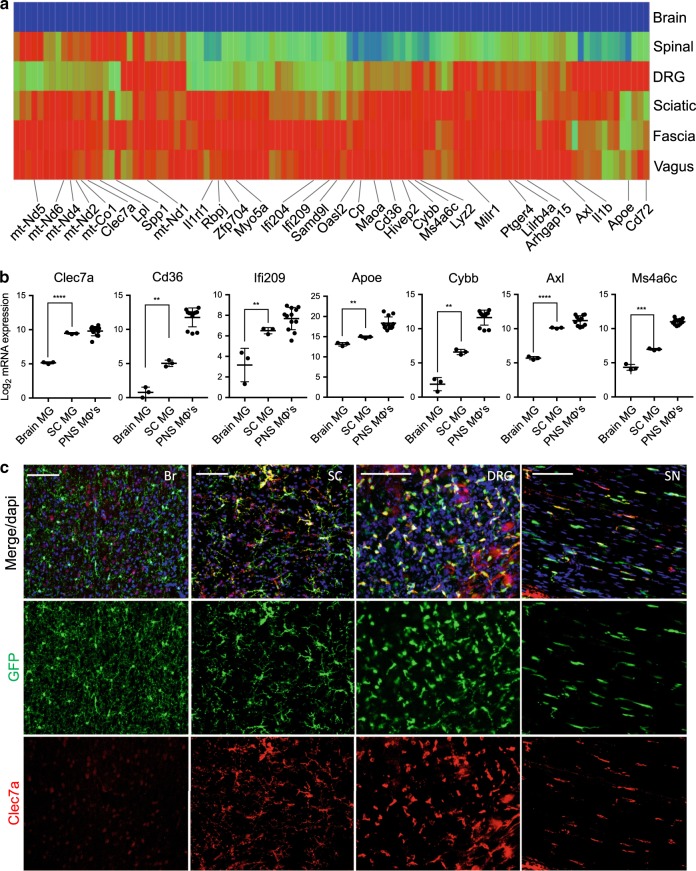
Zonation of PNS macrophage-enriched transcripts in neural resident macrophages. **a** Heat map showing genes corresponding to PNS to CNS zonation pattern (PNS macrophages high, spinal cord microglia high/intermediate, brain microglia low). Each box represents average from three replicates. **b** Gene expression analysis of individual genes following PNS to CNS zonation pattern. Each dot represents one replicate. Unpaired *t*-test. Data are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **c** Representative Clec7a staining in brain (Br), spinal cord (SC), dorsal root ganglia (DRG), and sciatic nerve (SN) of CX3CR1^GFP/+^ mice. Scale bars are 100 μm. Source data are available as a Source Data file.

### Ontogeny of PNS resident macrophages

In addition to microenvironmental cues, ontogeny may also play an important role for specifying microglial identity and function. Specifically, it has been shown that, compared to naturally occurring microglia with yolk sac origin, monocyte- and hematopoietic stem cell (HSC)-derived microglia display a more activated signature^32,33^. Thus, we sought to determine PNS macrophage ontogeny by examining Flt3Cre × LSL-YFP^fl/fl^ reporter mice (Fig. 5a), a strain that labels fetal monocyte and adult HSC-derived hematopoietic multipotent progenitors and their progeny^34,35^. We found that ~26% of PNS macrophages across nerve types appeared to be embryonically derived (YFP−) and 74% of PNS macrophages were HSC-derived (YFP+) (Fig. 5b and Supplementary Fig. 10).

**Fig. 5:**
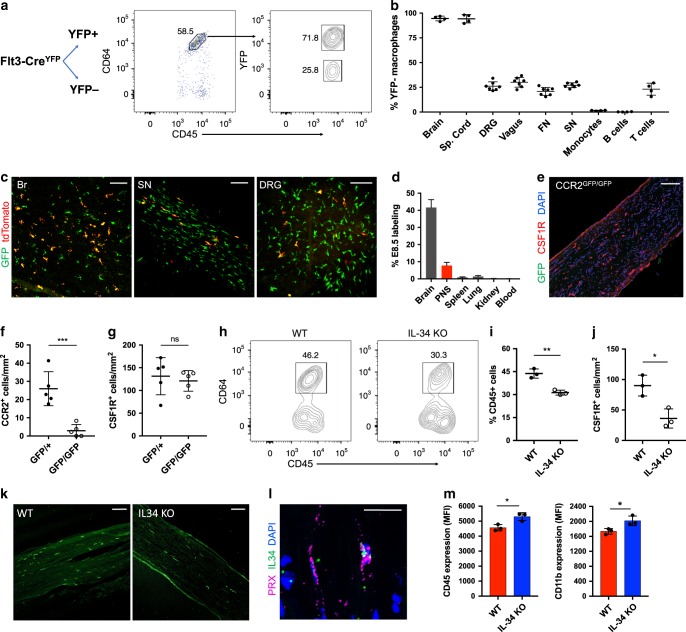
Shared and distinct developmental programs in PNS macrophages. **a** Schematic and flow cytometric gating for analysis of YFP expression in PNS macrophages from Flt3-Cre LSL-YFP sciatic nerves. **b** Comparison of YFP− macrophage ratios (expressed as % YFP− cells of population) across neural resident macrophage populations, monocytes, B cells, and T cells (*n* = 4−7 mice per group). **c** E8.5 tdTomato labeling and GFP expression in brain (left panel), sciatic nerve (middle panel), and DRG (right panel) of CSF1R^Mer-iCre-Mer^ × tdTomato^fl/fl^ × CX3CR1^GFP/+^ mice. Scale bar, 100 μm. **d** Quantification of E8.5 tdTomato labeling in brain, PNS, spleen, lungs, kidney, and blood from newborn pups (*n* = 2 mice for blood analysis, *n* = 3 mice for tissue analysis). **e** Histological representation of PNS macrophages in CCR2^GFP/GFP^ sciatic nerves. Scale bar, 100 μm. **f** Quantification of CCR2+ CSF1R+ macrophages in sciatic nerves in CCR2^GFP/+^ and CCR2^GFP/GFP^ mice (*n* = 5 mice per group). **g** Quantification of total CSF1R+ macrophages in CCR2^GFP/+^ and CCR2^GFP/GFP^ mice (*n* = 5 mice per group). **h** Flow cytometric gating and (**i**) analysis of sciatic nerve macrophages from wild type (WT) and IL-34 knockout (KO) mice (*n* = 3 mice per group). **j** Quantification of sciatic nerve macrophages in WT and IL-34 KO mice (*n* = 3 mice per group). Scale bar, 100 μm. **k** Representative imaging of WT and IL-34 KO sciatic nerves. CSF1R staining in green. Scale bar, 120 μm. **l** In-situ hybridization in WT sciatic nerve showing IL-34 colocalization with Prx-expressing Schwann cell. Scale bar, 50 μm. **m** CD11b and CD45 expression in PNS macrophages from WT (red) and IL-34^LacZ/LacZ^ (blue) mice. For imaging quantification, at least three images were taken and analyzed from each tissue and averages from each group were plotted. Each dot represents one mouse. All data are mean ± SD. Data comparing wild type and knockouts analyzed by unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; NS, not significant. Source data are available as a Source Data file.

To further examine the contribution of embryonic precursors to PNS macrophages, we performed fate mapping using CSF1R^Mer-iCre-Mer^ × tdTomato^fl/fl^ × CX3CR1^GFP/+^ double reporter mice, which allows simultaneous visualization of tamoxifen-pulsed CSF1R-expressing macrophages and resident Cx3cr1+ macrophages. After giving tamoxifen at embryonic day 8.5 (E8.5), a developmental time point that labels yolk-sacderived macrophages, we checked newborn pups for labeling. The PNS was fully populated with CX3CR1^GFP/+^ macrophages at birth. In line with previous observations^36^, we observed partial labeling in 42% of brain microglia (Fig. 5c, d). Labeling in PNS macrophages was 8% from SN and DRG, or roughly one-fifth of the entire PNS macrophage population when normalized to microglia (Fig. 5c, d). Less than 1% of macrophages were tdTomato+ in spleen, kidney, and blood, and only 3% of lung macrophages were tdTomato+ (Fig. 5c, d and Supplementary Fig. 11). These results demonstrate that the PNS is fully populated by macrophages at the time of birth and that a subset of these cells are derived from yolk sac progenitors.

Although monocyte entry into injured nerves depends on Ccr2^37,38^, it is not known whether Ccr2 is required for seeding or maintaining the PNS macrophage niche. To address this question, we quantified CSF1R+ macrophages in SNs of Ccr2 knock-in (Ccr2^GFP/GFP^) and control (Ccr2^GFP/+^) mice. We observed no difference in PNS macrophage numbers between Ccr2 knockouts and controls (Fig. 5e–g). However, although GFP+ cells were present in SNs from Ccr2^GFP/+^ mice, GFP+ cells were almost entirely absent from Ccr2^GFP/GFP^ mice (Fig. 5e, f and Supplementary Fig. 12). These observations suggest that Ccr2-dependent monocyte entry is not required to fill or maintain the PNS macrophage niche, but may contribute to a modest subset of PNS macrophages at steady state.

Given the resemblance between microglia and PNS macrophages, we wondered if IL-34, an alternative ligand for CSF1R that contributes to CNS microglia homeostasis^15,16^, likewise governs PNS macrophage numbers. We quantified PNS macrophages of IL-34 deficient mice (IL-34^LacZ/LacZ^) by flow cytometry and imaging. In the SN, the fraction of CD45^+^ cells in the disaggregated nerve was reduced by a 30% (Fig. 5h–i), apparently owing to more than 50% reduction in PNS macrophage density per nerve area, as examined by imaging the intact nerve (Fig. 5j–k). In the DRG, we observed a reduction in macrophage density of more than 35% (Supplementary Fig. 13), underscoring significant dependence on IL-34 in multiple PNS sites. Indeed, this fraction of loss resembles that observed in the CNS microglial population^15,16^.

In the SN, we checked expression of IL-34 mRNA transcripts by in-situ hybridization (ISH). Surprisingly, we found that Prx-expressing myelinating Schwann cells were a source of IL-34 (Fig. 5l). In the absence of IL-34, PNS macrophages in the SN showed increased surface marker expression of CD45 and CD11b, suggesting a shift in phenotype further away from microglial characteristics (Fig. 5m). Taken together, these results reveal shared and unique developmental programs, including instructive cytokines, between PNS macrophages and CNS microglia.

### Nerve environment shapes PNS macrophage signature

To investigate the extent to which PNS macrophage identity is specified by ontogeny or nerve environment, we individually sorted YFP− embryonic-derived and YFP+ HSC-derived PNS macrophages from SNs of Flt3Cre LSL-YFP^fl/fl^ mice and performed single-cell RNA-seq (Fig. 6a). 

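In Flt3-Cre LSL-YFP fl/fl mice, cells that have passed through a stage with *Flt3* expression are marked by YFP, and the paper reads YFP+ macrophages as HSC-derived and YFP− macrophages as embryonic-derived. CD64+ CD45int macrophages from the SNs of male mice aged 10 to 12 weeks were combined and sorted by YFP, with 19 mice given in the methods, while the legend of Fig. 6 gives n = 18 for the pooled sciatic nerves. The sort gave 5000 YFP− and 18000 YFP+ cells, of which 4500 and 16000 were loaded on separate lanes of a 10× Chromium chip. Each condition is therefore 1 library of pooled cells, and without replicates no test of the condition and no p-value can be given. According to the methods, 153 M reads were sequenced for the YFP− library and 174 M for the YFP+ library, and the authors mapped them to GRCm38/mm10 with the cellranger pipeline. The deposited files hold raw UMI counts, in which each UMI stands for 1 captured RNA molecule, for all annotated genes and all barcodes of the kit, without normalization or a filter on cells. They hold 3653688 UMIs on 124162 barcodes for YFP− macrophages and 9365598 UMIs on 187104 barcodes for YFP+ macrophages, or 41.9 and 18.6 sequenced reads per UMI. From these counts, cells were called, and the UMIs of each gene were summed over the called cells of a library or cluster and scaled to 1 M UMIs in all (CPM). Levels have exact Poisson 95% intervals, shares have exact binomial (Clopper-Pearson) 95% intervals, and log2 ratios were taken after adding 1 CPM, with intervals from the exact binomial distribution of the summed counts. These intervals, given in parentheses, cover counting error only, not differences between mice, sorts or libraries. Doublets, which are barcodes that hold more than 1 cell, were kept, since the methods name no step that removes them. Positions of genes are those of the GENCODE M21 annotation of the same genome, which lists 99.9% of the deposited gene identifiers.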

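Cells were called by the rule of the authors' cellranger version, which keeps barcodes with at least 10% of the UMI total found at the 99th percentile of a library's top barcodes. The minimum came to 543 UMIs for YFP− macrophages and 484 UMIs for YFP+ macrophages. Called cells also had at least 200 genes and at most 10% of their UMIs on mitochondrial genes. The YFP− library gave 1030 cells (968–1095) and the YFP+ library 4091 cells (3967–4218). They held 66.0% of all UMIs of the YFP− library and 72.2% of those of the YFP+ library. A YFP− cell had a median of 2263 UMIs and 1057.5 genes, and a YFP+ cell a median of 1473 UMIs and 769 genes. Among the alternatives, a fixed minimum of 1000 UMIs per barcode moved the numbers most, to 895 YFP− and 2869 YFP+ cells. The methods also kept only cells with at least 50000 mapped reads, a filter on reads that UMI counts do not allow to be repeated. They state that it left about 1k YFP− and 4k YFP+ cells, and the paper's results give 935 and 3186 cells. Spread over 4k YFP+ cells, the sequenced reads come to 43500 per cell, below the stated minimum. Over 3186 cells they come to 54614. The filter as written therefore cannot have left 4k YFP+ cells, and the nearness of 4k to the number called here is no check of the calling.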

We captured a total of 935 YFP− cells and 3186 YFP+ cells. 

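All called cells of both libraries were clustered by the Leiden method on 2000 variable genes, from which the 26 genes that the paper discusses for this experiment were left out so that the clustering does not fix their levels. At a resolution of 0.8 this gave 11 clusters. A cluster was named after the cluster of Supplementary Data 5 whose other marker genes were raised most in it, and since the names were rebuilt here, the groups are called cluster 1-like to cluster 5-like. The cluster 1-like group held 665 cells, the cluster 2-like group 635, the cluster 3-like group 763, the cluster 4-like group 201 and the cluster 5-like group 51. The cluster 1-like, 2-like and 3-like groups made up 89.1% (87.8–90.4) of the cells with a name and 40.3% of all cells. The other 6 clusters, with 2806 cells, received no name, and they held 53.8% of the YFP− and 55.0% of the YFP+ cells. Among them, a cluster of 567 cells had raised markers of cluster 1 but was led by mitochondrial genes, and a cluster of 409 cells had raised markers of cluster 4 without any among its 10 leading genes. The thresholds for a name were set after the clusters had been seen. The markers of the cluster 1-like group were raised by a mean log2 ratio of 0.21, and with the threshold of 0.25 tried first it would have had no name. The number of clusters moved most at the lowest resolution in steps of 0.1 that gave at least 5 clusters, which gave 5, none of them cluster 1-like, 2-like or 3-like.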

Unsupervised clustering analysis of all 4121 cells revealed 5 separate clusters, with the majority of PNS macrophages belonging to one major group (clusters 1, 2, and 3) and the remainder falling into 2 smaller clusters (4 and 5) (Fig. 6b and Supplementary Data 5).

**Fig. 6:**
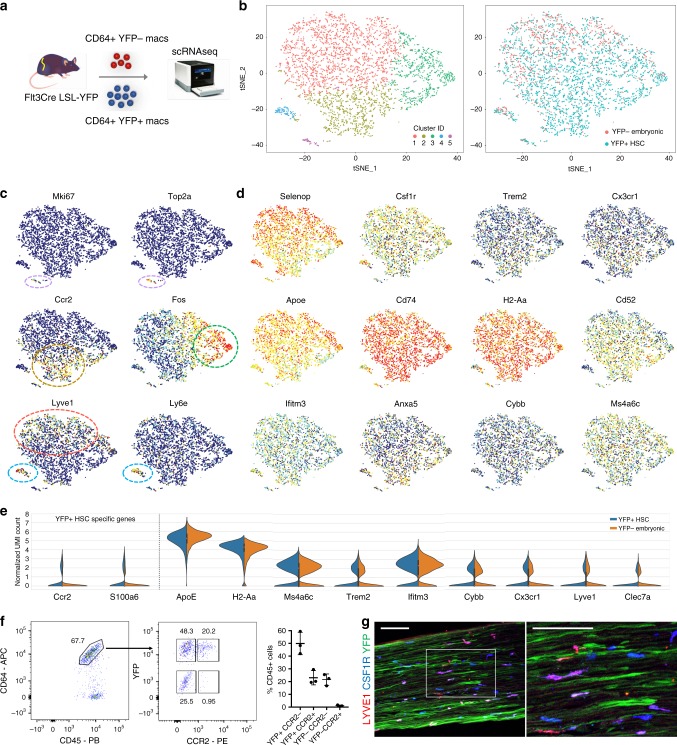
Nerve environment shapes transcriptional identity of PNS macrophages. **a** Schematic for isolation and separate single-cell RNA sequencing of YFP− embryonic and YFP+ HSC-derived macrophages from sciatic nerves of Flt3-Cre LSL-YFP^fl/fl^ mice. Two single-cell libraries from YFP− and YFP+ macrophages were prepared using the 10× single-cell RNA-seq platform (Chromium Controller image provided by 10× Genomics). **b** t-SNE plot of 4121 CD64+ CD45int cells from pooled sciatic nerves (*n* = 18) showing unsupervised clustering (left panel) and overlay of YFP− (red) and YFP+ (blue) populations (right panel). **c**, **d** t-SNE plots depicting distribution of (**c**) transcripts relating to clusters in b and (**d**) transcripts associated with microglial activation across combined embryonic and HSC-derived PNS macrophages. **e** Violin plots of marker gene expression in YFP+ HSC-derived and YFP− embryonic groups. **f** Flow cytometric identification of CCR2+ macrophages in a subset of YFP+ macrophages. Gating is representative of at least seven nerves examined over three separate experiments. **g** Representative imaging of a subset of Lyve1+ macrophages in Flt3-Cre LSL-YFP^fl/fl^ mouse sciatic nerve. Scale bar, 100 μm. Source data are available as a Source Data file.

Although we observed a significant overlap of YFP− and YFP+ macrophages in clusters 1, 3, 4, and 5, cluster 2 contained mostly YFP+ macrophages (Fig. 6b). 

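Shares of each library were taken from a second clustering that also left out the 406 genes whose CPM differed by 1.5-fold or more between the libraries, 218 of them annotated pseudogenes. Of its 12 clusters, 4 received no name, and 4 with 2094 cells in all were merged as the cluster 1-like group, a larger group than in the first clustering. The YFP+ library gave 79.9% of all called cells and 86.1% (82.9–89.0) of the cluster 2-like group. It gave 85.6% (83.1–87.9) of the cluster 3-like group, 82.6% (71.6–90.7) of the cluster 5-like group, 70.6% (68.6–72.5) of the cluster 1-like group and 65.6% (57.7–72.9) of the cluster 4-like group. Counted within each library, the cluster 2-like group held 6.99% (5.51–8.72) of the YFP− cells and 10.9% (9.99–11.9) of the YFP+ cells. The cluster 3-like group held 11.7% (9.84–13.9) and 17.6% (16.5–18.9), and the cluster 1-like group 59.8% (56.7–62.8) and 36.1% (34.7–37.6). The cluster 4-like group held 5.34% (4.05–6.89) of the YFP− and 2.57% (2.104–3.10) of the YFP+ cells, and the cluster 5-like group 1.17% (0.603–2.03) and 1.39% (1.06–1.80). Unnamed clusters held 15.0% (12.8–17.3) of the YFP− and 31.3% (29.9–32.8) of the YFP+ cells, so the named shares depend on where names were given. *S100a6*, 1 of the 3 markers that name the cluster 2-like group, itself differed between the libraries (log2 ratio of YFP+ over YFP− 1.24, 1.09–1.40). The cluster 2-like shares were 3.98% of the YFP− and 6.09% of the YFP+ cells at a resolution of 1.2. In the first clustering they were 8.25% (6.64–10.1) and 13.4% (12.4–14.5). Versions of it were added after seeing the data. The shares were 6.89% (5.42–8.62) and 14.3% (13.2–15.4) with no gene left out. They were 6.12% (4.73–7.76) and 10.7% (9.80–11.7) at its resolution of 1.2. With 1000 variable genes they were 8.64% (7.00–10.5) and 9.92% (9.02–10.9). Without the genes of the PNS and CNS lists they were 3.01% (2.05–4.25) and 3.06% (2.55–3.63). Neither of the latter 2 versions showed a difference beyond the intervals. Without the listed genes, an unnamed cluster with *Ccr2* and *S100a4* among its leading genes held a further 5.24% and 9.95%. The cluster 1-like shares moved further at a resolution of 1.2, to 13.3% (11.3–15.5) and 9.19% (8.32–10.1), with 62.7% and 63.1% of the cells unnamed. With a naming threshold of 0.25, an alternative added after seeing the data, they were 24.8% and 11.3%. When cells were first thinned to an equal number of UMIs, no cluster was named cluster 2-like. An unnamed cluster of 339 cells then had markers of cluster 2 raised by a mean log2 ratio of 0.81. It held 4.35% of the YFP− and 7.72% of the YFP+ cells. Another unnamed cluster of 930 cells, with these markers raised by 0.29 and *Ccr2* among its leading genes, held 18.8% and 19.4%.

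**Figure D1:**
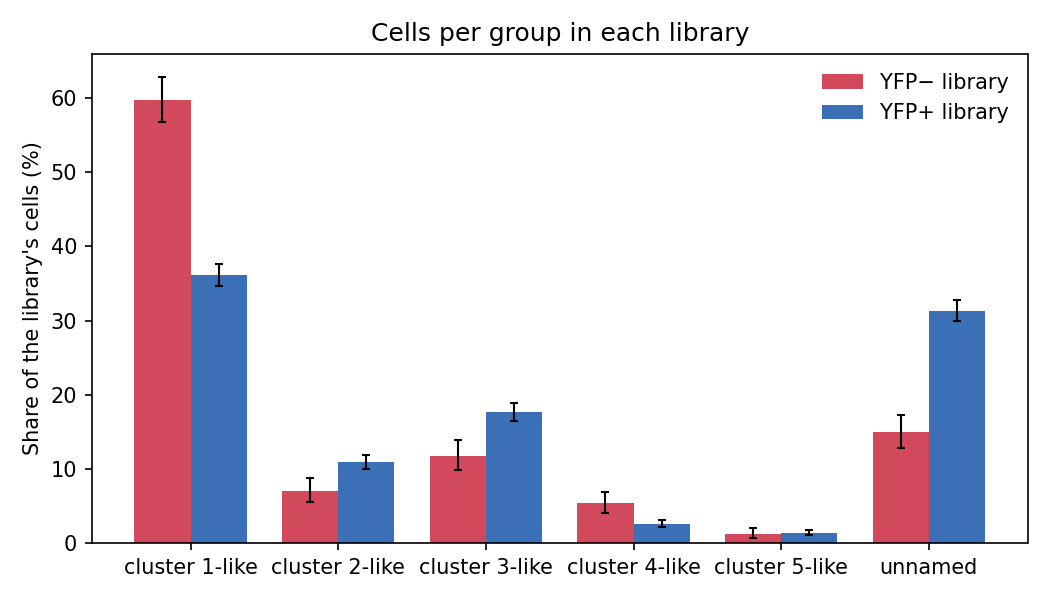
Percent of the called cells of the YFP− library (red) and the YFP+ library (blue) in each group of the second clustering, with exact binomial 95% intervals. The cluster 2-like bars stand at 6.99% and 10.9%, and the cluster 1-like bars at 59.8% and 36.1%.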

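*Ccr2* (ENSMUSG00000049103) lies on chromosome 9 from 124101950 to 124113557 on the plus strand and encodes a chemokine receptor. It was at 486 CPM (449.7–525) in the cluster 2-like group, 179 CPM (159–200.4) in the cluster 1-like group and 229.6 CPM (207–254) in the cluster 3-like group. In the cluster 4-like and 5-like groups it was at 58.5 CPM (35.7–90.3) and 395 CPM (306–502). The log2 ratio of the cluster 2-like over the cluster 1-like group was 1.44 (1.24–1.65), with 1.71 (1.19–2.25) within YFP− cells and 1.18 (0.96–1.41) within YFP+ cells. Among alternatives that include 3 clusterings added after seeing the data, 10 principal components moved the log2 ratio of *Ccr2*, cluster 2-like over cluster 1-like, most, to 2.24 (2.03–2.48). Within the cluster 2-like group, YFP− cells had 299 CPM (233–378) and YFP+ cells 525 CPM, a log2 ratio of 0.81 (0.45–1.19). This ratio depended on the clustering, and with no gene left out, chosen after seeing the data, it was 0.17 (−0.11 to 0.46), at 622 and 699 CPM. Over all cells, 300 UMIs in the YFP− library and 1972 in the YFP+ library gave 124 CPM (111–139) and 291 CPM (279–305). This log2 ratio of 1.22 (1.05–1.41) stood at the 99.9th percentile of the 2632 genes with a mean CPM of at least 50, and weighting each cell equally moved it most, to 1.39. Among cells outside the cluster 2-like group it was 1.21 (1.01–1.42). Cells were then thinned to 600 UMIs, which left out 18 YFP− and 272 YFP+ cells with fewer. A *Ccr2* UMI was found in 5.34% (4.03–6.91) of 1012 YFP− and 13.2% (12.2–14.3) of 3819 YFP+ cells, and without thinning in 10.0% (8.24–12.0) and 25.0% (23.7–26.4). In a cluster led by *Myh11*, whose cells should lack *Ccr2*, the shares were 7.06% (2.63–14.7) of 85 thinned cells and 10.2% (5.20–17.5) without thinning, at a median of 984 UMIs, although these cells also held macrophage RNA. Of the cells of this cluster, 88.9% came from the YFP+ library, so it gives no background for YFP− cells. RNA outside cells, in barcodes with 10 to 100 UMIs, had *Ccr2* at 129.7 CPM in the YFP− and 229.6 CPM in the YFP+ library. Cells made only of it, an extreme case, would show a UMI in 7.49% and 12.9% of cases, the latter close to the thinned YFP+ share. Cells with 10% of it would show a UMI from it in 0.78% and 1.37%, below the thinned shares of both libraries. Its part in the called cells was not measured, and it comes in part from the sorted cells. These shares alone therefore do not settle how much of the detection is background. The levels of YFP− cells in the cluster 2-like and 1-like groups, the latter at 90.8 CPM, differed by more than counting error, which an even background does not give.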

Interestingly, cluster 2 was defined by *Ccr2* expression, which is consistent with this subset arising from circulating precursors (Fig. 6c). Indeed, we confirmed by flow cytometry that CCR2+ PNS macrophages were only found in the YFP+ fraction (Fig. 6f and Supplementary Fig. 14). We also observed varying heterogeneity between the overlapping clusters (Fig. 6c). For instance, cluster 5 was easily distinguished by proliferation genes *Mki67* and *Top2a*. 

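*Mki67* (ENSMUSG00000031004, chromosome 7) was at 613 CPM (501–743) in the cluster 5-like group and at 2.78 CPM in the other cells, a log2 ratio of 7.35 (7.15–8.48). *Top2a* (ENSMUSG00000020914, chromosome 11) was at 1079 CPM (929–1247) and at 6.00 CPM in the other cells, a log2 ratio of 7.27 (7.05–7.96). The group held 9 YFP− and 42 YFP+ cells, with a median of 3087 UMIs per cell. Between the libraries, *Mki67* stood at 10.8 CPM (7.05–15.8) in YFP− and 15.2 CPM (12.4–18.5) in YFP+ cells, and *Top2a* at 24.1 CPM (18.3–31.1) and 26.5 CPM (22.7–30.6). Their log2 ratios of YFP+ over YFP−, 0.46 (−0.14 to 1.18) and 0.13 (−0.30 to 0.59), were not detectable at this depth.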

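In the cluster 4-like group, *Retnla* (ENSMUSG00000061100, chromosome 16) was at 7871 CPM (7577–8174), against 664 CPM in the other cells, a log2 ratio of 3.57 (3.50–3.63). *Ly6e* (ENSMUSG00000022587, chromosome 15) was at 883 CPM (786–988) against 123 CPM, a log2 ratio of 2.84 (2.66–3.03). The log2 ratio of *Wfdc17* (ENSMUSG00000069792, chromosome 11) was 1.92 (1.80–2.05), from 1705 CPM (1569–1849) against 449 CPM, and that of *Ninj1* (ENSMUSG00000037966, chromosome 13) was 1.90 (1.73–2.07), from 944 CPM (844–1053) against 252 CPM. *Retnla* was also at 1727 CPM (1658–1799) in the cluster 2-like group, against 296 CPM (271–324) in the cluster 1-like group. Between the libraries *Retnla* was higher in YFP+ cells (log2 ratio 0.77, 0.69–0.85). *Ninj1* (−0.42, −0.55 to −0.30), *Ly6e* (−0.31, −0.47 to −0.14) and *Wfdc17* (−0.20, −0.29 to −0.11) were higher in YFP− cells. Among cluster 1-like cells alone, these 3 ratios were −0.40 (−0.68 to −0.12), −1.05 (−1.51 to −0.60) and −0.31 (−0.53 to −0.09). Within the cluster 4-like group their intervals held 0. The ratio of *Retnla* was 0.69 (0.57–0.81) in the cluster 4-like, 2.37 in the cluster 1-like and 1.40 (1.11–1.72) in the cluster 3-like group.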

Cluster 4 was also relatively distinct and showed enrichment for *Ly6e*, *Ninj1*, *Retnla*, and *Wfdc17*, potentially representing a previously undescribed activation state. Cluster 3 selectively expressed early activation genes *Fos*, *Jun*, and *Egr1*. 

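*Jun* (ENSMUSG00000052684, chromosome 4) was at 3443 CPM (3354–3533) in the cluster 3-like group and at 688 CPM in the other cells, a log2 ratio of 2.32 (2.27–2.38). *Fos* (ENSMUSG00000021250, chromosome 12) was at 4736 CPM (4632–4842) against 1083 CPM, a log2 ratio of 2.13 (2.08–2.17). For *Egr1* (ENSMUSG00000038418, chromosome 18) the levels were 1186 CPM (1135–1240.1) and 453 CPM, and the log2 ratio 1.39 (1.31–1.47). These genes are also on a list of 14 genes that respond to tissue dissociation. Of its other genes, 8 are among the 17 markers used to name the cluster 3-like group. The log2 ratios of YFP+ over YFP− were 0.09 (0.04–0.14) for *Fos*, 0.08 (0.02–0.15) for *Jun* and 0.11 (0.02–0.20) for *Egr1*. Without the cells of the cluster 3-like group, *Fos* and *Jun* were instead lower in YFP+ cells, at −0.16 (−0.23 to −0.09) and −0.11 (−0.20 to −0.02).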

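*Lyve1* (ENSMUSG00000030787) lies on chromosome 7 from 110850607 to 110863239 on the minus strand and encodes a hyaluronan receptor. Its level was 274 CPM (249–300.4) in the cluster 1-like group and 179.5 CPM (158–204) in the cluster 2-like group, a log2 ratio of 0.61 (0.38–0.84). Within YFP+ cells the ratio was 0.54 (0.26–0.83), and within YFP− cells, with 207 and 61 UMIs in these groups, it was 0.36 (−0.05 to 0.80) and not detectable at this depth. The cluster 3-like group had 236 CPM (213–261), the cluster 4-like group 854 CPM (759–958) and the cluster 5-like group 59.0 CPM (28.3–108). Over all cells, YFP− macrophages had 315 CPM (293–339) and YFP+ macrophages 230.3 CPM (219–242), a log2 ratio of YFP+ over YFP− of −0.45 (−0.58 to −0.33).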

Cluster 1 was slightly enriched for *Lyve1* expression compared to cluster 2 (Fig. 6c). We confirmed Lyve1 expression in a subset of PNS macrophages by immunostaining (Fig. 6g). Interestingly, we also saw axonal expression of YFP in Flt3-Cre LSL-YFP mice (Fig. 6g), which is in accordance with previous findings that Flt3 is expressed in neurons and may play a role in neural stem cell proliferation and survival^39^.

Despite the identification of separate clusters in our data, we observed no obvious difference in the expression of PNS macrophage-enriched or microglial activation-associated transcripts between the main clusters. Specifically, *Apoe*, *Cp*, *H2-Aa*, *Cd74*, *Ms4a6c*, *Ifitm3*, *Anxa5*, *Cybb*, and *Cd52* were nearly identical between clusters 1, 2, and 3 (Fig. 6d). 

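The lists of PNS-enriched and disease-associated genes in Supplementary Data 3 and 4 come from the bulk libraries, and their medians were compared with those of 10000 random lists matched on level. The 236 PNS-enriched genes with a mean CPM of at least 20 had a median log2 ratio of the cluster 2-like over the cluster 1-like group of 0.03 (−0.03 to 0.12), at the 99.9th percentile of the random lists. For the cluster 3-like over the cluster 1-like group, 231 of these genes had a median of −0.07 (−0.14 to −0.00), at the 80.9th percentile, below 0 as was the median of the random lists (−0.10). The disease-associated PNS-enriched genes had medians of 0.12 (−0.03 to 0.20) for the cluster 2-like and 0.00 (−0.08 to 0.10) for the cluster 3-like over the cluster 1-like group, with 108 genes in each comparison. These lay at the 100.0th and 99.85th percentiles. The PNS-enriched genes of connectivity 4 to 6 had a median of 0.26 (−0.09 to 1.16) over 21 genes for the cluster 2-like over the cluster 1-like group, at the 99.995th percentile, and of −0.08 (−0.25 to 0.33) for the cluster 3-like over the cluster 1-like group, at the 55.7th. Between the cluster 3-like and 2-like groups, 22 of these genes had a median of −0.26 (−0.76 to −0.05), at the 0.14th percentile, with the PNS-enriched and disease-associated lists at the 15.9th and 7.60th. Among 26 CNS-enriched genes, the median for the cluster 2-like over the cluster 1-like group was −0.02 (−0.20 to 0.34), at the 46.9th percentile. For the cluster 3-like over the cluster 1-like group, 24 CNS-enriched genes had a median of 0.09 (−0.21 to 0.30), at the 99.1th percentile. Over the cluster 2-like group, 28 of them had a median of 0.07 (−0.20 to 0.28), at the upper edge of the range of the random lists (−0.21 to 0.07). Genes of the lists took part in the clustering, so random lists do not show what no difference between the groups would give. With every gene of the lists also left out of the clustering, an alternative chosen after seeing the data, the cluster 2-like group held 156 cells. Over the cluster 1-like group, the genes of connectivity 4 to 6 then had a median of 0.38 (0.00–0.84) in it, at the 100.0th percentile, with the PNS-enriched list at the 97.9th and the disease-associated list at the 96.5th. For the cluster 3-like over the cluster 1-like group, the PNS-enriched, disease-associated and CNS-enriched lists were then at the 47.5th, 78.9th and 78.8th percentiles, so the higher places of the latter 2 did not hold. Genes of a list are not independent replicates, and the percentiles describe these pooled libraries only.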

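Across the cluster 1-like, 2-like and 3-like groups, the lowest and highest levels were 20305 and 24510.1 CPM for *Apoe*, 27612 and 30553 CPM for *Cd74*, and 7235 and 8199 CPM for *H2-Aa*. These largest differences came to log2 ratios of 0.27, 0.15 and 0.18. The largest log2 ratios were 0.24 for *Cd52*, 0.30 for *Ms4a6c*, 0.44 for *Cybb* and 0.49 for *Ifitm3*. *Anxa5* (ENSMUSG00000027712, chromosome 3) was at 589.6 CPM (549–632) in the cluster 2-like group and 376 CPM (347–407) in the cluster 1-like group, a log2 ratio of 0.65 (0.49–0.80), with 0.56 (0.22–0.89) within YFP− and 0.62 (0.44–0.80) within YFP+ cells. *Cp* (ENSMUSG00000003617, chromosome 3) was at 44.3 CPM (33.8–57.1) in the cluster 2-like group, against 98.2 CPM (83.6–115) in the cluster 1-like and 83.4 CPM (70.0–98.5) in the cluster 3-like group. Its log2 ratio of the cluster 2-like over the cluster 1-like group was −1.13 (−1.60 to −0.71). That difference rested on the YFP+ cells, where it was −1.27 (−1.84 to −0.78), whereas the 15 and 60 UMIs of the YFP− cells gave −0.59 (−1.52 to 0.23). *Apoe* was lower in the cluster 2-like than in the cluster 1-like group over both libraries (−0.27, −0.29 to −0.25), but higher within YFP− cells (0.07, 0.03–0.11). The same held for the cluster 3-like over the cluster 1-like group (−0.08, −0.10 to −0.06, and 0.15, 0.11–0.18). At a resolution of 1.2, *Cd52* was higher, not lower, in the cluster 2-like than in the cluster 1-like group (0.12, 0.02–0.22, against −0.18, −0.28 to −0.08). Within YFP− cells, some differences were larger than over both libraries. The log2 ratio of the cluster 3-like over the cluster 2-like group was 0.95 (0.46–1.46) for *Cybb* and −0.75 (−1.01 to −0.49) for *Ifitm3*, and that of the cluster 2-like over the cluster 1-like group −0.55 (−0.80 to −0.30) for *Cd52*. With no gene left out of the clustering, an alternative added for these ratios after seeing the data, *H2-Aa* and *Cd74* were lower, not higher, in the cluster 3-like than in the cluster 1-like group (−0.06 and −0.07).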

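*Cx3cr1* (ENSMUSG00000052336, chromosome 9) was at 345 CPM (318–375), 339.9 CPM (309.5–372) and 305 CPM (279–333) in the cluster 1-like, 2-like and 3-like groups. The log2 ratio of the cluster 2-like over the cluster 1-like group was −0.02 (−0.20 to 0.16), with 0.02 (−0.19 to 0.22) within YFP+ and −0.46 (−0.92 to −0.03) within YFP− cells. That of the cluster 3-like over the cluster 1-like group was −0.18 (−0.35 to −0.00), and at a resolution of 1.2 it was 0.02 (−0.14 to 0.18). *Trem2* (ENSMUSG00000023992, chromosome 17, from 48346401 to 48354147) was at 277 CPM (252–304) in the cluster 1-like, 495 CPM (458–534) in the cluster 2-like and 369.7 CPM (341–400.2) in the cluster 3-like group. Its log2 ratio of the cluster 2-like over the cluster 1-like group was 0.84 (0.66–1.01), with 0.76 (0.40–1.11) within YFP− and 0.86 (0.65–1.07) within YFP+ cells. For the cluster 3-like over the cluster 1-like group it was 0.42 (0.24–0.59).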

We also observed no difference in *Cx3cr1* and *Trem2* between these clusters. 

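Between the libraries, the levels of *Apoe*, *Cp*, *H2-Aa*, *Cd74*, *Ms4a6c*, *Ifitm3*, *Anxa5*, *Cybb*, *Cd52*, *Cx3cr1* and *Trem2* differed by less than 1.5-fold. Of these 11 genes, 8 were higher in YFP+ and 3 in YFP− macrophages, with a median absolute log2 ratio of 0.32. *Cd74* (ENSMUSG00000024610) had the largest log2 ratio of YFP+ over YFP−, 0.41 (0.39–0.42), from 29310.4 CPM (29182–29439.7) and 22118 CPM (21931–22307). *Apoe* (ENSMUSG00000002985) had the smallest, −0.36 (−0.37 to −0.34), from 21393 CPM (21283–21504) and 27385 CPM (27176–27595). *Cp* stood at 98.6 CPM (91.2–106) in YFP+ and 124 CPM (110.4–139) in YFP− cells, a log2 ratio of −0.33 (−0.53 to −0.13). The ratio was 0.34 (0.32–0.37) for *H2-Aa*, 0.38 (0.27–0.50) for *Anxa5*, 0.32 (0.25–0.39) for *Cd52* and 0.31 (0.18–0.43) for *Cx3cr1*. It was 0.22 (0.14–0.30) for *Ms4a6c*, 0.15 (0.03–0.27) for *Trem2* and 0.09 (0.03–0.16) for *Ifitm3*, and −0.11 (−0.23 to 0.01) for *Cybb*, which was not detectable at this depth. When cells were thinned to an equal number of UMIs, 10 genes stayed within 1.5-fold and *Cp* was at −0.60. Among cluster 1-like cells alone, *Cp* (0.02, −0.45 to 0.50), *Trem2* (−0.03, −0.31 to 0.25) and *Cybb* (0.06, −0.22 to 0.33) changed sign, with intervals that held 0. All 11 genes stayed within 1.5-fold in the cluster 1-like and 3-like groups. *Cd52* (0.65, 0.41–0.89), *Cx3cr1* (0.62, 0.21–1.05), *Apoe* (−0.59, −0.63 to −0.55) and *Cp* (−0.66, −1.54 to 0.27) passed it in the cluster 2-like group. *H2-Aa* (0.88), *Cd74* (0.64) and *Cybb* (−0.62) did so in the cluster 4-like, and *Cd74* (0.61) and *Ifitm3* (1.01) in the cluster 5-like group.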

Importantly, all of these genes were similarly expressed between YFP− and YFP+ macrophages (Fig. 6e). 

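Over the 5531 genes with a mean CPM of at least 20, log2(CPM+1) in the YFP− and YFP+ libraries had a Spearman correlation of 0.936 and a Pearson correlation of 0.968. These are correlations across genes, which are not independent replicates. The CPM of 5331 genes, or 96.4% (95.9–96.9), differed by less than 2-fold. For scale, 2 random parts of the YFP+ library, of which 1 had as many cells as the YFP− library, had a Spearman correlation of 0.971 and 99.9% of genes within 2-fold. The cluster 1-like and 2-like groups had 0.912 and 97.4% within the YFP+ library, and 0.817 and 89.6% within the YFP− library. These groups hold fewer cells, which lowers a correlation as thinning did, so depth enters the comparison. Annotated pseudogenes, which were lower in the YFP+ library, the one with fewer reads per UMI, made up part of the difference. Without them, a choice made after seeing the data, the Spearman correlation of the libraries was 0.958, the Pearson correlation of the libraries was 0.981, and the percent of genes within 2-fold was 99.3%. Of the alternatives set in advance, thinning the cells moved the Spearman correlation most, to 0.9005. Among the 2632 genes with a mean CPM of at least 50, 4 were at least 2-fold higher in YFP+ macrophages. Besides *Ccr2*, these were *S100a4* (1.45, 1.18–1.77), *S100a6* and *Notch2* (1.03, 0.87–1.22), and *Notch2* was high in a cluster of shallow cells that came mostly from the YFP+ library. The 10 genes with the smallest log2 ratios, from −1.85 to −1.56, were all annotated pseudogenes. The PNS-enriched genes of Supplementary Data 3 had a median log2 ratio of YFP+ over YFP− of 0.03 (−0.02 to 0.06; 236 genes) and the CNS-enriched genes 0.03 (−0.04 to 0.14; 26 genes), at the 83.9th and 70.5th percentiles of random lists. For the CNS-enriched genes the median was −0.01 with a minimum of 5 CPM. The disease-associated PNS-enriched genes had a median of 0.09 (0.01–0.17; 107 genes), at the 99.97th percentile. The PNS-enriched genes of connectivity 4 to 6 had 0.19 (−0.01 to 0.33; 21 genes), at the 99.98th percentile. A minimum of 5 CPM moved this median most, to 0.31 (0.05–0.37), and among cluster 1-like cells alone it was 0.10, at the 88.7th percentile. From the similar expression of these genes in the main clusters and in YFP− and YFP+ macrophages, which share the nerve but not their origin, the paper draws its conclusion on the nerve environment.

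**Figure D2:**
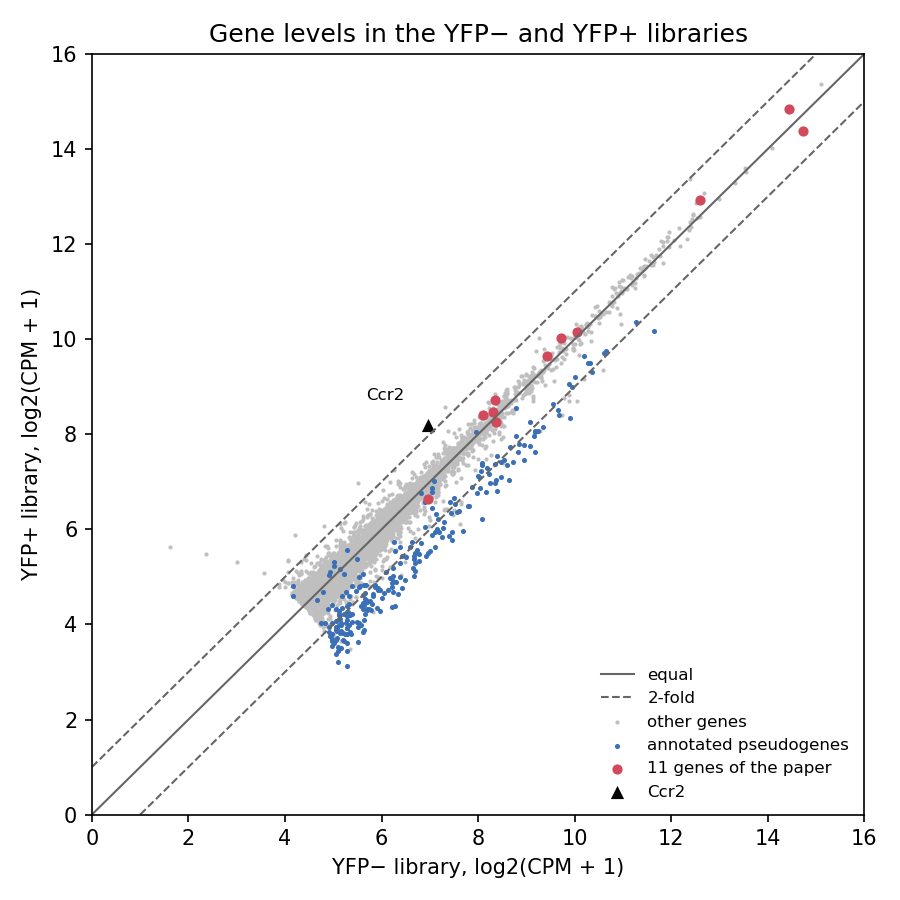
Level of each gene with a mean CPM of at least 20 in the YFP− library (horizontal axis) and the YFP+ library (vertical axis), both as log2(CPM+1), with lines for equal levels and for 2-fold. The 11 genes of the paper (red) lie between the 2-fold lines, *Ccr2* (black triangle, log2 ratio 1.22) lies above them, and annotated pseudogenes (blue) lie mostly below the line of equal levels.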

We conclude that embryonic- and HSC-derived PNS macrophages are transcriptionally similar and that the nerve environment confers a predominant effect over developmental origin on PNS macrophage identity.

## Discussion

 Here we characterized the transcriptomes of PNS resident macrophages across various nerve types spanning both axons and cell bodies and innervating a wide range of somatic targets. We show that self-maintaining PNS macrophages lack expression of the master regulator Sall1 conferring CNS microglial identity, but nonetheless express a substantial number of genes that define homeostatic and activated microglia. Similar to microglia, PNS macrophages were also partially dependent on IL-34. The convergence of both HSC-derived and embryonic PNS macrophages into a single population at steady state underscores the importance of tissue environment for specifying PNS macrophage identity.

Our findings demonstrating that PNS macrophages share a significant overlap in gene expression with CNS microglia are in line with recent findings that show microglial genes being expressed in nerve-associated macrophages in gut, skin, and adipose tissues^17–20^. Given that our study focuses on PNS macrophages residing in the nerve proper whereas these studies examined macrophages positioned in close proximity to nerves, including nerve termini, it seems likely that common tissue-derived factors may induce nerve-imprinted signatures in macrophages along the entire neuron. One such factor may be transforming growth factor-β (TGF-β). TGF-β signaling is vital for the expression of homeostatic genes in microglia^2,5^. The higher expression of *Tgfbr1* in PNS macrophages and CNS microglia at steady state supports the role of TGF-β signaling in neural resident macrophages.

Although common instructive signals may exist, *Sall1* expression was very low to absent in PNS macrophages. This likely represents a key difference in PNS and CNS nerve environments. The identification of additional genes that were purely expressed in CNS microglia may provide clues for the basis of this difference. Future studies should address genetic and environmental factors that regulate *Sall1* expression and examine whether it is expressed in a context-dependent manner in PNS macrophages.

The constitutive expression of a broad set of microglial activation genes in PNS macrophages and, to a lesser degree, in spinal cord microglia suggests that such programs may be intrinsic to their functioning in distinct neuronal environments. Indeed, it was found that sympathetic nerve-associated macrophages and macrophages at CNS interfaces also appear to be constitutively activated^17,40,41^. In addition, an overlap in many of the same activation genes are induced in phagocytic microglia localized to white matter tracts during brain development^42^. In addition to their role in phagocytic functions, activation-associated genes may also play a role in pathogen response. This is supported by the recent finding that nerve-associated macrophages residing in lungs readily respond to viral infection^21^. Further studies are needed to determine whether immune response to pathogens or phagocytic and tissue remodeling programs are more prevalent at steady state in PNS macrophages.

Although the connection between neurodegeneration and immune response has become increasingly apparent, how distinct expression patterns relate to neuronal disease, development, and homeostasis remains a mystery. Ontogeny seems to be an important factor, as shown by several studies that found upregulation of disease-associated genes and neurotoxic functions in transplanted cells with hematopoietic origin^32,33^. Our results show that both embryonic and HSC-derived PNS macrophages exist as transcriptionally similar populations in adult nerves regardless of origin, thus suggesting a more important role for nerve environment than ontogeny in programming neural resident macrophages at specific sites. Moreover, as PNS macrophages are a naturally occurring population rather than a population recruited in response to injury or pathology, they serve as a useful standard of comparison in the context of normal physiological function.

Up to now, the brain and spinal cord of the CNS are the only tissues thought to possess microglia. Our comparison of resident macrophages from both PNS and CNS challenges this notion and supports the idea that some microglial features and transcriptional programs are shared in macrophages across the nervous system, whereas critical features remain distinct. The increasing amount of transcriptomic data on microglia and nerve-associated macrophages from different tissues and across organs presents opportunities for novel discoveries that may be applied to neurodegenerative conditions and beyond.

## Methods

### Experimental animals

Mouse care and experiments were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee at Washington University in St. Louis under the protocols 20170154 and 20170030. Mice were kept on a 12 h light–dark cycle and received food and water ad libitum. The following strains were used: C57/B6 CD45.1 (stock number 002014), CX3CR1^GFP/+^ (Cx3cr1tm1Litt/LittJ; stock number 008451), LysM^cre/+^ (stock number 004781), and Rosa^Lsl-Tomato^ (stock number 007905) mice were purchased from Jackson Laboratory (JAX) and bred at Washington University. CSF1R^Mer-iCre-Mer^ mice^43^ were obtained from JAX (stock number 019098) and backcrossed fully to C57BL/6 background using the speed congenics core facility at Washington University. MPZ-Cre mice, previously described^44^, were crossed with CX3CR1^GFP/+^ mice. Flt3-Cre LSL-YFP^fl/fl^ ^35^ mice were kindly provided by D. Denardo, CCR2^gfp/+^ (B6(C)-Ccr2^tm1.1Cln^/J, (JAX stock number 027619) mice were kindly provided by K. Lavine, IL34^LacZ/LacZ^ mice were previously described and generated at Washington University^15^, and Sall1-^GFP^ mice^28,45^ were kindly provided by M. Rauchman.

### Immunohistochemistry

For whole-mount imaging, samples were harvested and immediately stored in 4% paraformaldehyde (PFA) containing 40% sucrose overnight. Samples were then washed in phosphate-buffered saline (PBS), blocked, stained, and imaged. For frozen sections, samples were collected, stored in PFA/sucrose, and embedded into optimal cutting temperature compound. Fifteen-micrometer cuts were made for SNs. Sections were then blocked in 1% bovine serum albumin, stained, and imaged. Antibodies to the following proteins were used: anti-GFP, Clec7a (Clone R1-8g7), CSF1R (R&D Systems, accession number P09581), MHCII (IA/IE clone M5/114.15.2), and LYVE1 (ab14917).

### Preparation of single-cell suspensions

For blood, mice were bled from the cheek immediately before killing and cells were prepared as previously described. For nerves and all other tissues, mice were killed and perfused with PBS. Nerves were collected and kept on ice until dissociation. For ImmGen samples, nerves from 4 to 20 mice were pooled for each replicate. Cells were then incubated with gentle shaking for 20 min in digestion media containing collagenase IV, hyaluronidase, and DNAse. Cells were then washed and filtered through 70 μm cell strainers. For brain and spinal cord, myelin was removed using a 40/80% Percoll gradient.

### Flow cytometry

Single-cell suspensions were stained at 4 °C. Dead cells were excluded by propidium idodide (PI). Antibodies to the following proteins were used: B220 (clone RA3-6B2), CCR2 (clone SA203G11), CD3e (clone 145-2C11), CD4 (clone RM4-5), CD8 (clone 53-6.7), CD11b (clone M1/70), CD16 (clone 2.4G2), CD45 (clone 30-F11), CD64 (clone X54-5/7.1), CD115 (clone AFS98), GR1 (clone 1A8), and Ly6C (clone HK1.4). Cells were analyzed on a LSRII flow cytometer (Becton Dickinson) and analyzed with FlowJo software.

### Cell sorting

For bulk RNA-seq, cells from 6-week-old male mice were double sorted on a FACSAria II (Becton Dickinson) for a final count of 1000 cells into lysis buffer according to the ImmGen Consortium standard operating protocol. Tissues were collected into culture medium on ice and subsequently digested with collagenase IV, hyaluronidase, and DNAse. Following digestion, samples were washed and kept on ice until sorting. The sort was repeated so that all macrophages were sorted twice, with a minimum of 1000 cells recovered. During the second round, cells were sorted directly into 5 μl TCL buffer (Qiagen) containing 5% beta-mercaptoethanol. Samples were kept at −80 °C until further processing. For sorting in preparation of the Flt3-Cre LSL-YFP single-cell Seq experiments, SNs from 19 male mice aged 10–12 weeks were combined and CD64+ CD45int macrophages were sorted individually into YFP+ and YFP− groups, yielding 18,000 and 5,000 cells, respectively. Both groups were immediately run on the 10× Genomics Chromium Controller according to the manufacturer’s protocol.

### Parabiosis

Parabiotic pairs were generated as previously described^46^. C57/B6 (CD45.1) mice were paired with Lyz2Cre tdTomato (CD45.2) mice. Mice were injected with buprenorphine-SR subcutaneously prior to surgery. After 10 weeks, mice were killed and nerve tissue was examined by flow cytometry and imaging to detect hematopoietic contribution to PNS resident macrophages. T cells in blood was used as a positive control.

### Pulse chase

Male and female heterozygous CSF1R^Mer-iCre-Mer^ tdTomato were fed tamoxifen diet for 4 weeks to label resident cells. Blood was collected at day 0, 3 weeks, 4 weeks, and 8 weeks after tamoxifen removal. Peripheral nerves from SNs, FNs, VNs, and DRG were pooled (PNS) and examined along with pooled brain and spinal cord (CNS) by flow cytometry at day 0 and 8 weeks following tamoxifen removal.

### RNA-seq and data analyses

Library preparation, RNA-seq, data generation and quality-control was conducted by the ImmGen Consortium according to the consortium’s standard protocols (https://www.immgen.org/Protocols/ImmGenULI_RNAseq_methods.pdf). In short, the reads were aligned to the mouse genome GRCm38/mm10 primary assembly and gene annotation vM16 using STAR 2.5.4a. The raw counts were generated by using featureCounts (http://subread.sourceforge.net/). Normalization was performed using the DESeq2 package from Bioconductor. Differential gene expression analysis was performed using edgeR 3.20.9 in a pairwise manner among all conditions, and a total of 12,240 DEGs were defined with a *p*-value ≤ 0.001 and ≥4-fold difference. To construct the correlation plot, Euclidean distance among samples were calculated based on the differential expression matrix and clustering was performed using the ward.D2 algorithm in R. CNS/PNS shared, PNS-specific, and CNS-specific genes were determined by subclustering the DEGs based on the expression pattern with a refined *k*-mean clustering using R followed by manual curations. For neuronal microenvironment analysis, only the transcriptome profile of macrophages and microglia from PNS and CNS were used and analyzed through the same pipeline as mentioned above.

### Comparison of published microglia data

External datasets for circos plot were obtained from Krasemann et al.^6^. Genes that are enriched in SOD1G93A, aging brain, MFP2^−/−^, brain irradiation, AD (5XFAD), and phagocytic microglia conditions were previously generated in Krasemann et al.^6^. By comparing the PNS- and CNS-enriched genes with the disease signatures, we were able to define the number of conditions shared by the genes and coined the term as “connectivity”. Only genes with connectivity of two or above are shown in the circos plot. For the comparison with Sall1^−/−^ data set^24^, the log_2_ fold change of genes between CNS microglia and PNS macrophages were calculated and compared against the public data set. Correlation coefficient and *p*-value were calculated by lineregress in Scipy using Python3.

### Embryonic labeling

Homozygous CX3CR1-GFP female mice were rotated daily with CSF1R^Mer-iCre-Mer^ tdTomato male mice and checked for plugs in the morning. Plug-positive females were administered 1.5 mg of 4-Hydroxytamoxifen (Sigma, catalg number H6278) and 1 mg of progesterone (Sigma, catalog number P0130) dissolved in corn oil by oral gavage 8 days following identification of plugs to pulse the embryos at embryonic 8.5 days. Following birth, pups were immediately sacrificed. Blood was collected for flow cytometric analysis and tissues were fixed in PFA/sucrose for imaging.

### In-situ hybridization

RNA ISH was performed using the ViewRNA Tissue Assay Core Kit (Invitrogen, catalog number 19931) according to the manufacturer’s instructions, with a probe set designed for IL-34 (VB1-14592-VT) and Prx (VB6-3201318-VT). Probe sets were purchased from ThermoFisher.

### Cell preparation, 10× single-cell library preparation, sequencing, and analyses

A total of 4500 Flt3-negative and 16,000 Flt3-positive cells were loaded to separate lanes of the 10X Chip for preparation of two single-cell libraries. The library preparation was performed according to the manufacturer’s instructions (Chromium Single-cell v2; 10× Genomics, USA). A total of 153 M and 174 M reads were sequenced for Flt3-negative and Flt3-positive libraries, respectively, using Illumina HiSeq2500. Reads were mapped by using the cellranger pipeline v2.1.1 onto the reference genome grcm38/mm10. We filtered cells for those with ≥50,000 mapped reads, leaving ~1k Flt3-negative and 4k Flt3-positive cells. Downstream analyses were performed by using the package Seurat2 in R.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The bulk and single-cell RNA-seq data set is available in Supplementary Data 1–5 and online in Gene Expression Omnibus (GEO) database (GSE122108 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122108] and GSE146510 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146510]). All other datasets generated and analyzed in the current study are provided in the source data. Additional data that support the findings of this study are available from the corresponding author upon reasonable request. Source data underlying Figs. 1–6 are available as a Source Data file.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

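The measurements are single-cell RNA sequencing of macrophages of the sciatic nerve, sorted as YFP− and YFP+ cells from pooled male mice and sequenced as 1 library per condition. No test of the condition was therefore made. Both libraries were used, and some comparisons were made within 1 library, as stated with them. The deposited values are raw UMI counts per gene and barcode, which the authors made with the cellranger pipeline from reads of a 10× Chromium Single Cell v2 library mapped to GRCm38/mm10. The counts had not been normalized, and no filter on cells had been applied. The authors do not state the release of the gene annotation. The libraries of bulk RNA and of other tissues are not analysed here.

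Counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Cells were called in each library as barcodes with at least 10% of the UMI total at the 99th percentile of the top N barcodes, where N is the number of cells the paper captured (935 and 3186). Cells needed at least 200 genes and at most 10% of UMIs on mitochondrial genes, and the mitochondrial filter removed no cell. Scrublet, as run in scanpy, marked 32 cells of the YFP− and 0 of the YFP+ library, so its automatic threshold did not work for the YFP+ library, and doublets were kept.

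Levels are CPM of the summed counts with exact Poisson 95% intervals. Log2 ratios use a pseudocount of 1 CPM, and their intervals are conditional on the summed counts of a gene. A level under 3 counts was treated as under the floor, which is 1.24 CPM in the YFP− and 0.443 CPM in the YFP+ library. Shares of cells with a UMI were taken after thinning each cell to 600 UMIs, the 10th percentile of the shallower library rounded down. Background was measured in barcodes with 10 to 100 UMIs. Similarity and gene lists used genes with a mean CPM of at least 20. The median of a list was set against 10000 random lists of the same size, matched in 10 bins of mean CPM.

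Clustering used scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, leidenalg 0.10.2 and scikit-learn 1.9.0, on counts scaled to 10000 per cell and log-transformed. Genes seen in at least 3 cells were eligible, and 2000 variable genes, 20 principal components, 20 nearest neighbours, a Leiden resolution of 0.8 and seed 0 were used. The 26 genes the paper names for this experiment were left out. A second clustering also left out genes whose CPM differed by 1.5-fold or more between the libraries, and it was used for the shares of the named groups in each library. The sizes of unnamed clusters and counts of cells beside levels are those of the first clustering, unless stated otherwise.

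Clusters were named with 16 lists of markers. The lists of clusters 1 to 5 hold 6, 3, 17, 6 and 12 markers of Supplementary Data 5 without the genes left out, except *S100a6* and *Selenop*, which were left out of the clustering but kept in the lists. The others are for macrophages, fibroblasts, endothelial cells, T cells, B cells, neutrophils, monocytes, dendritic cells, mast cells and the response to dissociation, and 1 further list is not reported here. A name needed a mean log2 ratio of the markers of at least 0.1, at least 3 detected markers with at least 10 UMIs each, and most of these raised. Among the 10 leading genes, it needed no more markers of another list than of its own, fewer than 2 mitochondrial genes and, except for cluster 1, a marker of its own list. A cluster without a marker of its list among the leading genes also needed cells whose UMI totals had a median of at least their library's median divided by 3. The lists were fixed in advance, but these thresholds were set after the clusters had been seen. The first threshold tried for the mean log2 ratio was 0.25, and both it and a marker of the list among the leading genes would have left the cluster 1-like group without a name.

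The choices of cell calling, levels, shares, clustering settings, lists of genes and comparisons were made before the data were examined. The genes named are every gene the paper names for this experiment and up to 10 genes with the largest and 10 with the smallest log2 ratio among those with a mean CPM of at least 50 and a ratio of at least 2-fold. Genes of the sort, sex and microglia checks and the PNS-specific genes of the paper's text were also set in advance. The leading genes of unnamed clusters, with *Actb*, were chosen after their values were seen.

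Alternatives for calling were a fixed minimum of 1000 UMIs, an N of 3000, no mitochondrial filter and removal of cells marked by Scrublet. For levels, they were the top barcodes in the numbers the paper captured, equal weights for cells, thinning, a median log2 ratio set to 0, a pseudocount of 0.1 CPM, removal of 10% free RNA, and leaving out or keeping only certain groups. Shares of cells with a UMI were also taken at 300 UMIs and without thinning. For clusters, the alternatives were no gene left out, the lowest resolution with at least 5 clusters (0.2), a resolution of 1.2, 10 principal components, 1000 variable genes and each library alone. Lists and similarity were also computed with a minimum mean CPM of 5 and 100.

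The steps for levels and intervals were tested on simulated counts with Poisson error, which the intervals assume. They ran on 2530 genes, and 200 genes were changed. Of the changed genes, 158 passed 2-fold in the right direction and 0 unchanged genes passed it, and 96.2% of the intervals held the true log2 ratio. With 0.5 added to the finished log2 ratios of a list of 50 genes, the list lay at the 100.0th percentile, and an unchanged list at the 83.4th. That shift was not simulated in counts. Thinning of called cells kept the shares of genes (correlation 0.9996). The clustering and the naming of clusters were not tested in this way.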

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

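The tests of reads per UMI, of few UMIs, doublets and handling for the shallow cluster, and of doublets and handling for the interferon cluster were chosen only after the results were seen. Each result in this part is a signal in genes or cells that the paper does not report on.

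Annotated pseudogenes were lower in the YFP+ library. The 243 pseudogenes with a mean CPM of at least 20 had a median log2 ratio of YFP+ over YFP− of −1.17, with quartiles of −1.40 and −0.90, and 234 of them were lower in YFP+ cells. They took 5.69% of the UMIs of YFP− and 2.74% of those of YFP+ cells, while the 5288 other genes had a median of 0.010. A shift of all genes with few UMIs is argued against by 117 long non-coding RNA genes at the same level, with a median of 0.028. A different mix of clusters is argued against by a median of −1.16 among cluster 1-like cells alone, and deeper cells by a median of −1.12 after thinning. In barcodes that hold free RNA, the median of the pseudogenes was −0.84, against −0.029 for the other genes, and the log2 ratio of reads per UMI was −1.17. More reads per UMI in the YFP− library may therefore have added UMIs to pseudogenes. Free RNA also comes in part from the sorted cells, and reads per UMI go with the origin of the cells, so a difference in origin stays open as untested.

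A cluster of 1050 shallow cells led by *Fhl3*, *Slc39a1* and *Notch2* held 23.9% (22.6–25.3) of the YFP+ and 6.89% (5.42–8.62) of the YFP− cells. In the second clustering, a cluster of 935 cells that also had these genes among its leading ones held 21.1% and 6.80%. In the first, the median was 952 UMIs. *Notch2* was at 736 CPM against 156 CPM in the other cells, *Fhl3* at 198 against 24.9 CPM, *Slc39a1* at 369.8 against 72.4 CPM and *Actb* at 25481 against 6811 CPM. *C1qa* was at 5157 against 6261 CPM, so these cells held macrophage RNA. Few UMIs alone are argued against by the cells with fewer than 1000 UMIs, of which 8.15% (4.14–14.1) in the YFP− and 45.5% (42.7–48.3) in the YFP+ library lay in the cluster. Among those with at least 600 UMIs, the shares were 8.55% (4.17–15.2) and 46.5% (43.3–49.8). Few UMIs still go with part of the pattern, since *Notch2* in YFP− cells was at 312 CPM below 1000 UMIs and 122 CPM above. Doublets are argued against by a median of 916 UMIs in its YFP+ cells, below the 1739 of the other YFP+ cells. Outside the cluster, *Actb* (0.87, 0.84–0.91) and *Notch2* (0.78, 0.58–1.00) were also higher in YFP+ cells. The YFP+ library gave 93.2% of the cluster and 79.9% of all cells. With 1 library per condition, handling of the YFP+ library and the origin of the cells cannot be told apart, and a cluster mostly of 1 library may be that library.

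A cluster of 108 cells, 12 of them YFP−, was led by *Myl9*, *Myh11*, *Tagln* and *Acta2*, although all cells had been sorted as macrophages. *Acta2* was at 1898 CPM against 3.33 CPM in the other cells and *Mbp* at 4558 against 80.6 CPM. *Cd68* was at 221 against 545 CPM and *Csf1r* at 422 against 914 CPM. Free RNA is argued against by *Myh11*, at 859.6 CPM in the YFP+ cells of the cluster and 16.7 CPM in the free RNA of that library. *C1qa* was at 50.2% of its level in the other cells, as doublets of a macrophage and another cell could give. By library, *C1qa* was at 336 CPM in the YFP− and 3445 CPM in the YFP+ cells of the cluster. Of the 312 cells with the highest Scrublet scores, 3 lay in this cluster. Doublets and other cells that passed the sort cannot be told apart, since the cluster holds RNA of both kinds at a median of 984 UMIs. No biological explanation was tested.

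A cluster of 134 cells, 36 YFP− and 98 YFP+, was led by interferon-induced genes. *Ifit3* was at 171 CPM against 3.14 CPM in the other cells, *Irf7* at 249 against 6.06 CPM, *Isg15* at 249 against 9.43 CPM and *C1qa* at 6681 against 6099 CPM. Handling of 1 library is argued against by its presence in both, with 3.50% (2.46–4.81) of the YFP− and 2.40% (1.95–2.91) of the YFP+ cells. In the second clustering, a cluster of 207 cells led by such genes held 4.76% and 3.86%. Its median was 1838 UMIs against 1610.0 in the other cells, with 2072 against 2280.5 among YFP− and 1765 against 1461 among YFP+ cells. Of the 312 highest Scrublet scores, 4 lay in it. Doublets and single cells with this expression cannot be told apart by these values. A response to interferon in some macrophages of the pooled mice may underlie the cluster, and no condition of the design tests it.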

How the results depend on the processing

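Leaving out pseudogenes, cluster 2-like cells, the shallow cluster or the 5% of cells with the highest Scrublet scores, and a naming threshold of 0.25, were chosen only after the data were seen. So were no gene left out, 10 principal components, 1000 variable genes, the lowest resolution and removal of Scrublet doublets as alternatives for levels between clusters, leaving out every listed gene for lists between clusters, and the versions of the first clustering for shares. No paired analysis was possible because each condition is 1 pooled library.

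Single genes between the libraries, other than *Ccr2*, gave 555 values under 15 alternatives. Of these, 492 stayed within the interval of the reported value, 59 moved beyond it, and 4 changed the sign of a value whose interval excluded 0. *Cybb*, whose interval held 0, is among those that moved, at 0.057 among cluster 1-like cells. *Ccr2* ranged from 1.17 with thinning to 1.39 with equal weights. Where no reason is given, the cause was not tested.

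With a fixed minimum of 1000 UMIs, 895 YFP− and 2869 YFP+ cells were called. At the lowest resolution the number of clusters was 5. The percent of YFP− cells with a *Ccr2* UMI was 3.79% at 300 UMIs and 10.0% without thinning, and the percent of YFP+ cells with a *Ccr2* UMI was 7.65% and 25.0%, as more UMIs per cell give more detection. At a resolution of 1.2, the percent of YFP− cells in the cluster 2-like group was 3.98% and the percent of YFP+ cells in the cluster 2-like group was 6.09%, and the latter was 13.4% when only the genes the paper discusses were left out. In versions of this first clustering, the shares of YFP− and YFP+ cells were 4.85% and 7.53% with 10 principal components, 3.93% and 5.74% without the highest Scrublet scores, and 3.01% and 3.06% without the listed genes. These shares were 6.89% and 14.3% with no gene left out, and 8.64% and 9.92% with 1000 variable genes. The percent of cluster 2-like cells from the YFP+ library was 89.2% with no gene left out, 82.0% with 1000 variable genes and 80.1% without the listed genes.

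The Spearman correlation of the libraries was 0.951 with a mean CPM of at least 5, 0.918 with at least 100, 0.9005 with thinned cells and 0.958 without pseudogenes. The Pearson correlation of the libraries was 0.964 at 5 CPM, 0.953 with thinned cells and 0.981 without pseudogenes. The percent of genes within 2-fold was 94.5% at 5 CPM, 95.3% at 100 CPM, 95.6% with thinned cells and 99.3% without pseudogenes.

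Within YFP+ cells, the log2 ratio of *Ccr2* in the cluster 2-like over the cluster 1-like group was 1.18, and within YFP− cells 1.71. It was 2.14 with no gene left out, 2.24 with 10 principal components and 1.21 with 1000 variable genes. That of *Lyve1* in the cluster 1-like over the cluster 2-like group was 0.36 within YFP− cells and 1.21 with no gene left out. With no gene left out, the genes themselves help to set the clusters. *Apoe* changed sign within YFP− cells, to 0.073 for the cluster 2-like and 0.15 for the cluster 3-like over the cluster 1-like group. At a resolution of 1.2, *Cd52* changed sign in these comparisons (0.12 and 0.052), as did *Cx3cr1* in the latter (0.021). With no gene left out, *Cd52* changed sign for the cluster 2-like (0.26) and *H2-Aa* (−0.062) and *Cd74* (−0.074) for the cluster 3-like over the cluster 1-like group, and with 10 principal components *Cd52* did so in the latter (0.12). Between the libraries, *Fos* (−0.16) and *Jun* (−0.11) changed sign without cluster 3-like cells, the group with their highest levels, and *Cp* (0.020) and *Trem2* (−0.031) among cluster 1-like cells alone. Besides single genes between the libraries and the leading results, 238 values stayed, 256 moved and 9 changed sign, the *Apoe*, *Cd52*, *Cx3cr1*, *H2-Aa* and *Cd74* values just given.

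Some alternatives gave no value. Thinned cells gave no cluster 2-like group, the lowest resolution none of the cluster 1-like to 3-like groups, and removal of Scrublet doublets no cluster 1-like group, nor did the threshold of 0.25 in the first clustering. The CNS-enriched list had too few genes at 100 CPM, and the disease-associated CNS-enriched list had too few at 20 CPM and was not compared. Depth limits the shares of cells with a UMI, which rise with UMIs per cell, and ratios within the YFP− cells of small groups.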

Differences from the paper's values

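Tests of levels with no gene left out, 10 principal components, 1000 variable genes, the lowest resolution and removal of Scrublet doublets were chosen only after the data were seen, although these settings had been set in advance for the clusters. Names of clusters were rebuilt, so any difference between clusters may come from other cells bearing a name. At a resolution of 1.2, for example, the percent of YFP+ cells in the cluster 2-like group was 6.09%, against 10.9% at 0.8. The paper gives its differences as the natural logarithm of the mean scaled count plus 1, and the values here are on that scale.

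The paper reports 5 clusters, and 11 were found here. Only the lowest resolution gave the paper's number among the alternatives set before the data were examined. For the cluster over the other cells, 21 of 23 compared log differences differed from the paper's, all 23 had its sign, and 21 were smaller in size and 2 larger. The compared genes were left out of the clustering here, a step that the paper's methods do not name. This may by itself make the differences smaller, so their smaller size does not speak against the paper's values. Some alternatives turned a sign. Within YFP− cells, *Apoe* was −0.09 in the cluster 1-like and *Cd74* −0.04 in the cluster 2-like group. At a resolution of 1.2, *Apoe* was 0.07 in the cluster 4-like group.

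In the cluster 1-like group, *Apoe* was 0.11 against the paper's 0.29, *Fos* −0.68 against the paper's −0.79 and *Ccr2* −0.24 against the paper's −1.07. Within YFP− cells, *Fos* came within the paper's value, while no alternative set before the data were examined closed the gap for *Apoe* or *Ccr2*. In the cluster 2-like group, *Ccr2* was 0.63 against the paper's 1.27, *Cd74* 0.14 against the paper's 0.27 and *Apoe* −0.19 against the paper's −0.34. *Egr1* was −0.37 against the paper's −0.68, *Fos* −0.47 against the paper's −1.03 and *Jun* −0.71 against the paper's −1.17. Among these, only *Egr1* within YFP− cells came within the paper's value, and none of the alternatives set before the data were examined closed the other gaps. With no gene left out of the clustering, chosen after seeing the values, *Ccr2* came to 1.11, *Cd74* to 0.29 and *Apoe* to −0.38 in this group, and *Apoe* to 0.40 in the cluster 1-like group, nearer the paper's values but still different from them by more than the counting error.

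In the cluster 3-like group, *Jun* was 1.56 against the paper's 1.68, *Fos* 1.44 against the paper's 1.62 and *Egr1* 0.86 against the paper's 0.99. *Jun* came within the paper's value within YFP− cells and, in a test chosen after seeing the values, with no gene left out, and *Egr1* within YFP− cells, while no alternative set before the data were examined did so for *Fos*.

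In the cluster 4-like group, *Retnla* was 2.58 against the paper's 2.89, *Ly6e* 1.58 against the paper's 1.98, *Wfdc17* 1.19 against the paper's 1.61, *Ninj1* 1.15 against the paper's 1.40 and *Lyve1* 1.01 against the paper's 1.22. *Apoe* was −0.26 against the paper's −0.77, *H2-Aa* −0.57 against the paper's −0.79, *Cd74* −0.63 against the paper's −0.95 and *Cd52* −0.81 against the paper's −1.36. In tests chosen after seeing the values, the lowest resolution brought *Retnla*, *Ninj1*, *Lyve1*, *H2-Aa*, *Cd74* and *Cd52* within the paper's values, 10 principal components did so for *H2-Aa* and *Cd74*, and removal of Scrublet doublets for *Ninj1*. None of the alternatives set before the data were examined did so for *Ly6e*, *Wfdc17* or *Apoe*.

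The paper finds no difference in *Trem2* between its main clusters, and here the log2 ratio of the cluster 2-like over the cluster 1-like group was 0.84 (0.66–1.01). The paper finds 9 genes nearly alike in the main clusters. Over both libraries, the largest log2 ratio was 0.49 or less in size for 7 of them, and *Anxa5* (0.65) and *Cp* (−1.13) differed more. Within YFP− cells alone, *Cybb* (0.95) and *Ifitm3* (−0.75), for the cluster 3-like over the cluster 2-like group, and *Cd52* (−0.55), for the cluster 2-like over the cluster 1-like group, also did. The paper sets its cluster 2 apart by its YFP+ cells. Here the YFP+ library gave 86.1% of the cluster 2-like and 85.6% of the cluster 3-like group, with overlapping intervals. In the first clustering these were 86.6% and 86.9%. With no gene left out of it, a version added after seeing the data, they were 89.2% (86.5–91.4) and 80.3% (77.5–83.0). These intervals did not overlap, so this contrast depends on the clustering. The first and second clusterings both left out *Ccr2*, by which the paper defines its cluster 2. The second also left out every gene that differed by 1.5-fold or more between the libraries. Leaving such genes out may even the shares, and keeping them lets them help to set the clusters. The overlap therefore does not speak against the paper's contrast.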

Other observations

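The test of barcodes shared by the libraries was chosen only after the *Ccr2* result was seen, and so were leaving out cluster 2-like cells and the other clusterings.

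*Ccr2* RNA was detected in cells of the YFP− library. Free RNA alone is argued against by 299 CPM in the YFP− cells of the cluster 2-like group, against 129.7 CPM in the free RNA of that library. Barcodes shared with the YFP+ library are argued against by 7 such barcodes, against 5.72 expected by chance. YFP+ cells or cells without recombination in the YFP− sort cannot be told apart from *Ccr2* expression in YFP− cells, since no feature for YFP was counted. The log2 ratio in the cluster 2-like group was 0.81 (0.45–1.19), which such cells may lower, and 0.17 (−0.11 to 0.46) with no gene left out of the clustering.

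*Ccr2* was higher in the YFP+ library. Outside the cluster 2-like group the log2 ratio was 1.21 (1.01–1.42), at 245 and 106 CPM in YFP+ and YFP− cells. These levels lie near those of the free RNA, 229.6 and 129.7 CPM with a log2 ratio of 0.82 (0.53–1.13). Some cells with much *Ccr2* bear no name. With 10 principal components, an unnamed cluster of 469 cells led by *Ccr2* was 89.6% YFP+, and *Ccr2* was no higher in its YFP+ cells (−0.38, −0.73 to −0.01), while the cells outside both groups had 1.52 (1.30–1.77). A larger share of cluster 2-like cells in the YFP+ library and a higher level in cells of a kind therefore cannot be told apart, since the names miss such cells and free RNA differs between the libraries. A difference between HSC-derived and embryonic-derived macrophages stays open as untested, since the origin and the library go together.

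The marker lists of clusters 1 to 5 were at 16350, 8487, 9284, 2507 and 1789 CPM in YFP− and 12399, 11168, 10490, 2090.1 and 1948 CPM in YFP+ cells, and each named 1 cluster of the first clustering. The lists that follow named 0. The macrophage list was at 18804 and 18794 CPM. The fibroblast list was at 22.8 and 93.1 CPM and the endothelial list at 9.54 and 9.46 CPM. T cell, monocyte and mast cell lists were each at 0.415 CPM in YFP− and at 0.887, 0.148 and 0.296 CPM in YFP+ cells. B cell, neutrophil and dendritic cell lists were at 57.3, 17.8 and 72.2 CPM in YFP− and 53.6, 13.0 and 64.6 CPM in YFP+ cells. The list of the response to dissociation, of whose 14 genes 8 are on the cluster 3 list, was at 7297 and 8259.9 CPM, with 23108 CPM in the cluster 3-like group.

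*Flt3* was at 7.47 and 10.6 CPM in YFP− and YFP+ cells, *Ptprc* at 218 and 242 CPM and *Fcgr1* at 109 and 111 CPM. *Xist* had 2 and 0 UMIs, and *Ddx3y* was at 69.3 and 78.5 CPM. *Sall1* had 0 UMIs in both, an upper limit of 1.53 and 0.545 CPM. *Tmem119* was at 3.32 and 5.76 CPM, *P2ry12* at 49.8 and 48.2 CPM, *Siglech* at 128 and 114 CPM, *Olfml3* at 14.5 and 20.5 CPM and *Tgfbr1* at 59.7 and 92.7 CPM. *Aplnr* was at 1.24 and 4.88 CPM, *Il1rl1* at 87.1 and 83.4 CPM, *Maoa* at 33.2 and 24.2 CPM, *Pla2g2d* at 306 and 189 CPM and *St8sia4* at 143 and 139 CPM. *Ms4a7* was at 271 and 217 CPM, *Ms4a4a* at 70.9 and 36.2 CPM, *Ms4a4c* at 24.9 and 34.4 CPM and *Ms4a14* at 6.64 and 5.02 CPM. Of these PNS-specific genes, *Ms4a4a* (log2 ratio of YFP+ over YFP− −0.95, −1.26 to −0.68) and *Pla2g2d* (−0.69, −0.82 to −0.56) differed by more than 1.5-fold. So did *Aplnr* (1.39, 0.30–4.32), which was at the floor in YFP− cells. The others stayed within 1.5-fold. *Csf1r* was at 993 and 874 CPM, *Selenop* at 5165 and 4396 CPM and *Clec7a*, annotated as a polymorphic pseudogene, at 135 and 129 CPM.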
